# Transcriptomic Analysis of Hepatic Cells in Multicellular Organotypic Liver Models

**DOI:** 10.1038/s41598-018-29455-x

**Published:** 2018-07-27

**Authors:** Allison N. Tegge, Richard R. Rodrigues, Adam L. Larkin, Lucas Vu, T. M. Murali, Padmavathy Rajagopalan

## Abstract

Liver homeostasis requires the presence of both parenchymal and non-parenchymal cells (NPCs). However, systems biology studies of the liver have primarily focused on hepatocytes. Using an organotypic three-dimensional (3D) hepatic culture, we report the first transcriptomic study of liver sinusoidal endothelial cells (LSECs) and Kupffer cells (KCs) cultured with hepatocytes. Through computational pathway and interaction network analyses, we demonstrate that hepatocytes, LSECs and KCs have distinct expression profiles and functional characteristics. Our results show that LSECs in the presence of KCs exhibit decreased expression of focal adhesion kinase (FAK) signaling, a pathway linked to LSEC dedifferentiation. We report the novel result that peroxisome proliferator-activated receptor alpha (PPARα) is transcribed in LSECs. The expression of downstream processes corroborates active PPARα signaling in LSECs. We uncover transcriptional evidence in LSECs for a feedback mechanism between PPARα and farnesoid X-activated receptor (FXR) that maintains bile acid homeostasis; previously, this feedback was known occur only in HepG2 cells. We demonstrate that KCs in 3D liver models display expression patterns consistent with an anti-inflammatory phenotype when compared to monocultures. These results highlight the distinct roles of LSECs and KCs in maintaining liver function and emphasize the need for additional mechanistic studies of NPCs in addition to hepatocytes in liver-mimetic microenvironments.

## Introduction

The liver participates in vital functions related to metabolism, detoxification, and mediation of the complex defense mechanisms within the body^1^. Hepatocytes, the primary cell type of the liver^1^, are responsible for several hepatic functions, including lipid metabolism, glucose homeostasis, and biotransformation of xenobiotics^1^. Hepatocytes are the most widely-studied type of cell in the liver^1^. In recent years, other types of non-parenchymal hepatic cells have received more attention, such as liver sinusoidal endothelial cells (LSECs) and Kupffer cells (KCs), especially to study the roles they play in the onset of hepatic fibrosis^2^, non-alcoholic fatty liver disease^3^ and cholestasis^4^. The liver has a stratified architecture where the Space of Disse ensures the separation of the hepatocytes from the LSECs^1^. This *in vivo* architecture and intercellular communications have been recognized as important for proper functioning of hepatic cells^1^.

Deciphering cell-type-specific signaling is challenging to achieve *in vivo*. Engineered hepatic tissues have been developed to overcome this challenge^5–13^. Early *in vitro* models of the liver included the hepatocyte monolayer (HM)^5–7^ and the collagen sandwich (CS)^5–7^ cultures comprised of primary rat hepatic parenchymal cells. HMs lose morphological characteristics in less than one week^5–7^. In contrast, CSs maintain their polarized morphology and hepatic functions, e.g., albumin and urea production, for up to six weeks^5–7^. Hepatocytes co-cultured with NPCs have been shown to better maintain morphology and function than HM and CS cultures^8^. We have previously reported 3D organotypic liver models^9,10,12^ that consist of hepatocytes separated from hepatic NPCs by a detachable, biopolymeric membrane that mimics the Space of Disse^12^. This *in vitro* system recapitulated the stratified sinusoidal architecture found *in vivo*, thus enabling intercellular communications arising from cell-cell contact and paracrine signaling. Each cell type maintained phenotype up to 16 days. Additionally, the 3D liver models elicited proliferation of each cell type, while still maintaining cellular ratios similar to those found *in vivo*^12^. Traditional 2D *in vitro* cultures^9^ did not exhibit these properties.

Genomewide transcriptional analysis has been used to better understand the functions of hepatic cell types. However, gene expression studies on the liver have largely focused on understanding transcriptional programs in hepatocytes^14–17^. HMs, compared to CSs, were shown to rapidly lose liver-specific functions, such as cytochrome P450 (CYP) activity and cholesterol metabolism, within 48 hours^14,15,17^. In addition, cultures derived from hepatic cell lines exhibited decreased expression of CYPs compared to those derived from primary hepatocytes^15,16^. A study of primary rat hepatocytes co-cultured with one of three fibroblasts cell lines sought to elucidate cell-cell interactions at a transcriptional level^18^. However, fibroblasts are an inadequate substitute for hepatic NPCs. Moreover, co-cultures do not emulate the stratification found *in vivo* in the liver. Previous analyses of LSEC transcriptomes^19–25^ have limitations since they have focused on comparing LSECs to other endothelial cells or have investigated perturbations after partial hepatectomy and viral infection. Transcriptional studies on KCs^26–29^ have identified specific genes and cues involved in macrophage functional specialization or have monitored these cells during liver regeneration. None of these studies have considered how hepatoctyes and NPCs may influence each other transcriptionally in a healthy environment.

In this study, we conduct a genome-wide transcriptomic analysis of two organotypic 3D liver models^12^ with the goal of uncovering the functional activities of NPCs. To the best of our knowledge, this is the first genome-wide gene expression study of hepatic NPCs cultured in an *in vitro* 3D liver model that includes multiple cell types. Through extensive bioinformatic analyses, we elucidate changes in perturbed pathways that occur within the 3D liver models as a result of the presence or absence of KCs. Based on these analyses of our transcriptional data, we show that the inclusion of KCs in the 3D liver models encourages LSECs to maintain a differentiated phenotype. Taken together, the results suggest that signaling between hepatocytes and NPCs results in cellular and organ level functions that indicate a healthy hepatic environment. We stress that our results are based on analyses of transcriptional data and protein interaction networks. Further mechanistic experiments are required in order to confirm them.

## Results

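RNA was measured on 23 Affymetrix rat genome arrays in 8 groups. Hepatocytes from hepatocyte monolayers (HM), collagen sandwiches (CS), the 3D model of hepatocytes and LSECs (3DHL) and the 3D model that also holds KCs (3DHLK) had 3 arrays each, as had LSECs from both 3D models, all at day 12. LSECs are the fenestrated endothelial cells that line the liver sinusoids, and KCs are the resident macrophages of the liver. KCs from the 3DHLK model had 2 arrays at day 12, because only these passed the authors' check of RNA quality, and KC monolayers had 3 arrays at day 3. The name monolayers is the paper's, while the sample labels call these KCs at day 3 before culture in the 3D model. The authors separated the cell types of the 3D models with magnetic beads that carry antibodies to LSECs (SE-1) and KCs (CD163). They then processed the arrays with RMA, which corrects the background, brings all arrays to one distribution and gives one log2 value per probe set. The deposited log2 values were used as they stand, with array medians of 7.41 to 7.53. The interquartile ranges of the arrays differed more, from 2.35 in KC monolayers to 3.38 in hepatocytes of the 3DHLK model. In that model they were 2.94 to 3.08 in LSECs and 3.19 to 3.38 in hepatocytes. Of 31099 probe sets, 20832 name 1 gene, 436 name several and 9831 name none here. Each of 14218 genes was represented by its probe set with the highest mean over all arrays. Groups were compared with limma in 1 model over all arrays, so that the groups share 1 estimate of the spread. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Replicates of KC monolayers varied more than those of the other groups. The shared spread can therefore give p-values that are too small for KC monolayers and too large elsewhere. In simulated data on these genes with the arrays of the LSEC comparison, 94% of genes changed by 1 log2 unit and 34% of genes changed by 0.5 were called. The comparisons, the tests, the rule for the genes named and 29 gene lists were set before the data were examined. Each list was tested with camera of limma, which asks whether its genes move more than other genes, with a preset correlation between genes of 0.01 and again with an estimated one. Several lists hold genes that the paper names from these arrays, so their direction is not independent evidence. The labels do not say whether replicates came from separate animals, so the p-values measure the spread between these samples, which may be technical, and the number of arrays limits their precision. Where no count adjusted over the list alone is given for a list, it was the same as the count given.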

We measured expression profiles of hepatocytes, LSECs, and KCs in five different culture systems: 3D models containing all three cell types, 3D models containing only hepatocytes and LSECs, collagen sandwiches, hepatocyte monolayers, and KC monolayers. We note that the 3D liver models maintained phenotype through day 16. However, to be consistent with our previous work^12^, all samples from the 3D liver models were taken at day 12. KCs in monocultures were assessed at day 3. Henceforth, we refer to 3D liver models that are comprised of hepatocytes (H) and LSECs (L) as 3DHL and those that also include KCs (K) as 3DHLK.

### Each cell type has a distinct gene expression profile

We first sought to confirm the purity of our samples to ensure that no cross-contamination had occurred during the cell separation processes (See “Materials and Methods”). We performed hierarchical clustering of the transcriptomic samples using the probe-set-level expression data (Fig. 1). From this clustering, we observed the replicates for each cell-type and culture condition (e.g., LSECs from the 3DHLK model or the LSECs from the 3DHL model) clustered together. 

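The 3 arrays of each hepatocyte and LSEC group, the 2 arrays of KCs from the 3DHLK model and the 3 arrays of KC monolayers each formed a cluster with no other array. This held for 8 of 8 groups with complete linkage and Euclidean distance over all probe sets. Replicates of the hepatocyte groups, the LSEC groups and the KCs from the 3DHLK model correlated at 0.987 to 0.998 across probe sets. Replicates of the KC monolayers correlated at 0.942 to 0.969, with a median absolute difference of 0.293 to 0.501 log2 units. No pair of replicates held exactly equal values, at all digits deposited, at more than 130 of 31099 probe sets.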

We also found the NPC samples clustered separately from the hepatocytes. Within the cluster containing the NPCs, the KCs from the 3DHLK model clustered distinctly from the LSECs in either 3D liver model. We evaluated the robustness of this clustering to different linkage and distance measures. The NPCs clustered separately from hepatocytes. Within the NPCs, the LSECs clustered separately from the KCs. KC monocultures clustered separately from all samples in the liver models, thus having the most distinct expression profiles. This separation was consistent across different linkage methods (single, complete, and average) and distance measures (Euclidean, Manhattan, and correlation)^30^.

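The 12 hepatocyte arrays formed 1 cluster in each of 9 combinations of linkage (single, complete and average) and distance (Euclidean, Manhattan and correlation). In the same 9 combinations the 6 LSEC arrays formed 1 cluster, and the 8 arrays of LSECs and of KCs from the 3DHLK model formed 1 cluster. The KC monolayers stood apart from all other arrays each time, and 8 of 8 groups kept a cluster of their own.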

**Figure 1:**
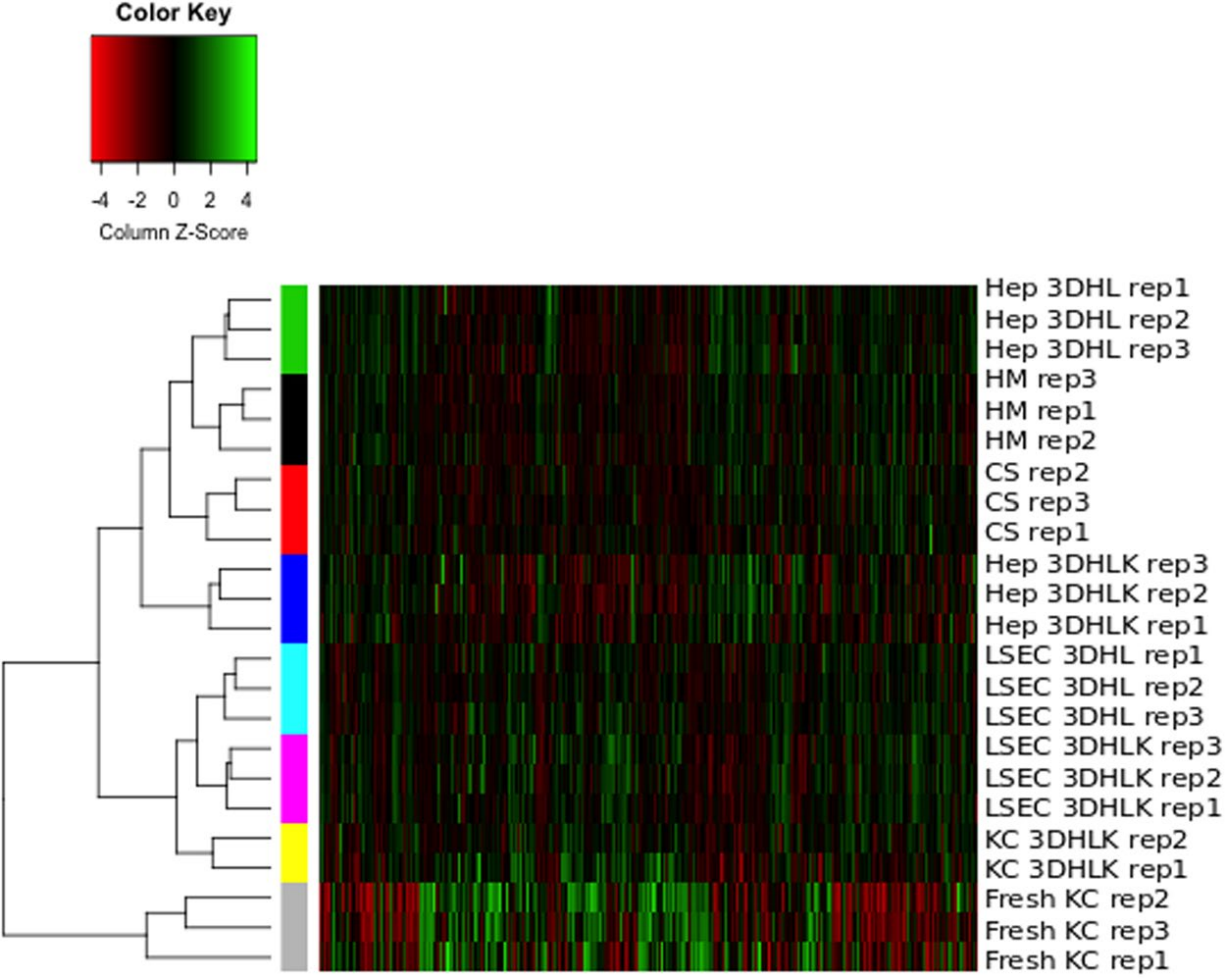
Hierarchical clustering of samples across cell types and culture conditions. Each column displays the expression values for one probe set. Each colored bar on to the left indicates the replicates of one cell type in one culture condition. From top to bottom, the samples are: hepatocytes in 3DHL models, HM, CS, and 3DHLK models; LSECs in 3DHL and 3DHLK models; KCs in 3DHKL models and monocultures of fresh KCs. We measured the expression profiles for the first seven groups on day 12 and for the last group on day 3.

We computed the average Euclidean distance among all hepatocyte samples, among all LSEC samples, between the KC samples in 3DHLK models, and across all pairs of cell types. 

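LSECs and the KCs cultured in the 3DHLK model lay 81.59 ± 8.35 (SD over 12 pairs) apart in mean Euclidean distance over all probe sets. All LSEC arrays of both 3D models taken together, with pairs within a model included, lay 55.02 ± 13.0 (SD over 15 pairs) from each other. The distances within the LSECs thus had the wider spread. The KCs of the 3DHLK model gave 1 pair, 56.53 apart. The mean distance between LSECs and these KCs was 1.48 times that among LSECs. The pairs share arrays and are not independent, so no test was made on them.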

The average distance from an LSEC sample to a KC sample was 81.59, which is at about 1.6 times the average distance among LSEC samples (55.02) or among KC samples (56.53). 

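Hepatocytes lay 118.0 ± 24.6 (SD over 72 pairs) from LSECs and 129.2 ± 19.0 (SD over 24 pairs) from the KCs of the 3DHLK model. All hepatocyte arrays of the HM, CS, 3DHL and 3DHLK cultures, with pairs within a culture included, lay 84.96 ± 24.3 (SD over 66 pairs) from each other. The closest hepatocyte and LSEC arrays were 84.0 apart, and the farthest hepatocyte arrays were 126.0 apart.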

Hepatocytes were farther from both KCs and LSECs than KCs and LSECs were from each other.

These trends demonstrated that each cell type had a distinct and different expression pattern, and that the culture systems induced unique expression patterns in each cell type. 

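LSECs and hepatocytes of the 3DHL model differed in 5737 of 14218 genes, 2624 higher and 3113 lower in LSECs. Cyp2c12, a cytochrome P450 of female rat liver, had the largest rise in LSECs (log2 change 4.06, standard error 0.29, adjusted p = 6.31e-10), and the sphingosine-1-phosphate receptor S1pr1 (3.60, not called with its other probe set) and the chemokine Cxcl2 (3.47) were among the 5 largest. Sparc (−5.60), a matrix protein of stromal cells, and Cyp1a1 (−5.52), a P450 induced by aromatic hydrocarbons, fell the most. Hepatocytes and KCs of the 3DHLK model differed in 3684 genes that were higher and 4350 that were lower in hepatocytes, led by the matrix genes Efemp1 (7.88) and Mgp (7.28). LSECs and KCs of the 3DHLK model differed less, with 1384 genes higher and 761 lower in LSECs. The sulfotransferase Sult2a2 (4.29) led the rises and Il1rl1 (−3.50), the receptor of interleukin 33, the falls, although the other probe set of Il1rl1 was not called (log2 change −0.53, adjusted p = 0.114). In this last comparison 18 of 29 hepatocyte markers were higher in LSECs, 1 was lower, and 9 of 26 endothelial markers were lower (21, 1 and 10 when adjusted over the list alone). In the comparison of hepatocytes with KCs, 15 of 19 stellate cell and fibroblast markers were higher in hepatocytes and 1 was lower (16 higher when adjusted over the list alone, adjusted p = 1.96e-07, and adjusted p = 0.156 with an estimated correlation). Of 23 macrophage markers 13 were also higher in hepatocytes than in KCs and 3 were lower (13 and 5 when adjusted over the list alone, adjusted p = 0.0259, and adjusted p = 0.433 with an estimated correlation), while 17 of 26 endothelial markers were lower and 5 higher (adjusted p = 0.0560). Centring each array on the housekeeping list turned the balance of higher and lower genes, moving the share of higher genes among those called from 45.7% to 54.9% between LSECs and hepatocytes of the 3DHL model and from 45.9% to 61.0% between hepatocytes and KCs. The latter share was 52.8% with cyclic loess and 58.5% with a filter on low values, and the fit to the arrays compared gave 4174 higher genes in the former comparison. Leaving out 1 array brought the LSEC and KC counts to 804 higher (KC replicate 2) and to 458 to 506 lower (either KC array, or LSEC replicate 2 or 3), and the genes higher in LSECs than in hepatocytes of the 3DHL model to 1651 (hepatocyte replicate 3). From the clusters and distances, the paper concludes that each cell type had a pattern of its own and that the culture systems shaped it.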

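Genes that mark hepatocytes stood near their hepatocyte level in the LSEC and KC samples of the 3D models. Alb, which encodes albumin, was 14.55 in HM hepatocytes, 14.51 and 14.53 in LSECs of the 3DHL and 3DHLK models, 14.38 in KCs of the 3DHLK model and 10.65 in KC monolayers (mean log2 values). Apart from the KC monolayers, these lay near the highest values on the arrays of those groups (14.61 to 14.74). Alb alone therefore cannot show that the levels were equal. The mean of 29 hepatocyte markers was 12.58 ± 0.022 and 12.88 ± 0.035 (SD, n = 3) in the LSECs, 12.03 ± 0.10 (SD, n = 2) in the KCs of the 3DHLK model and 7.45 ± 0.27 (SD, n = 3) in KC monolayers. The mean of 23 macrophage markers was 12.07 ± 0.17 in KC monolayers, 7.13 ± 0.16 in KCs of the 3DHLK model, 7.82 ± 0.12 in hepatocytes of that model and 7.01 ± 0.24 in HM. Adgre1, the gene of the macrophage antigen F4/80, was 12.91, 5.38, 5.97 and 4.55 in these 4 groups. The mean of 26 endothelial markers was 6.38 ± 0.042 and 6.47 ± 0.022 in LSECs of the 3DHL and 3DHLK models, 6.23 ± 0.044 in HM, 6.41 ± 0.12 in CS, 6.29 ± 0.065 and 6.63 ± 0.060 in hepatocytes of the 3DHL and 3DHLK models, 6.87 ± 0.025 in KCs of the 3DHLK model and 7.11 ± 0.046 in KC monolayers. Stab2, a scavenger receptor of sinusoidal endothelium, was 5.98 in LSECs of the 3DHLK model and 5.78 in HM. In hepatocytes of the 3DHLK model the mean of 19 stellate cell and fibroblast markers was 9.54 ± 0.14 (SD, n = 3), against 7.54 ± 0.13 in the 3DHL model. Of the lists, 2 of 26 endothelial, 5 of 23 macrophage and 6 of 19 stellate cell and fibroblast genes were also above a log2 value of 8 in every hepatocyte group.

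**Figure D1:**
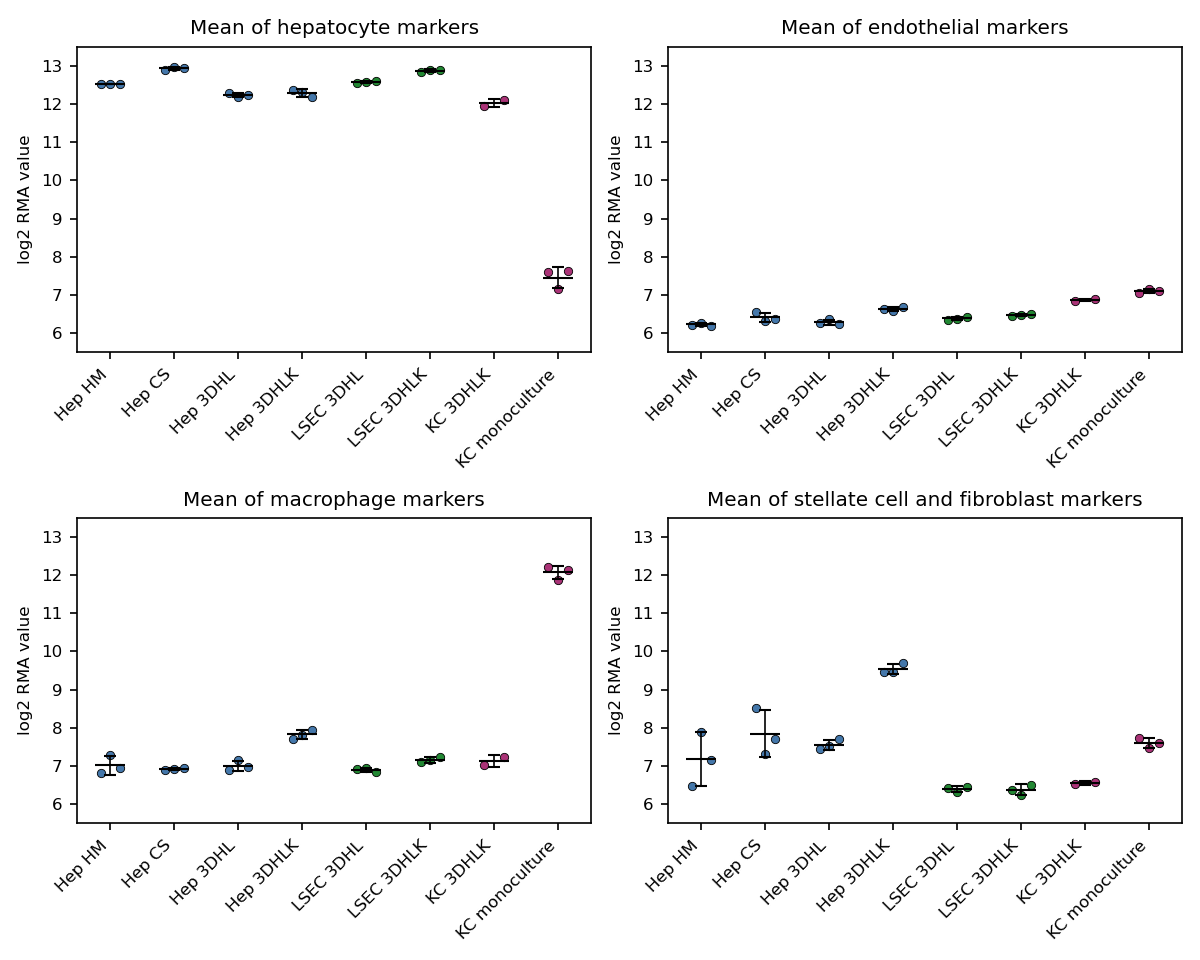
Mean log2 RMA value of 4 marker lists on each array (points, 1 per array), with the mean and SD of each group (bars). Hepatocyte markers are near 12.58 in LSECs and 7.45 in KC monolayers, and macrophage markers are at 7.13 in KCs of the 3DHLK model and 12.07 in KC monolayers.

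Hepatocytes and LSECs came from female rats, and the KCs were bought. Xist, the RNA made from the inactive X chromosome of female cells, was 4.38 ± 0.42 (SD, n = 3) in KC monolayers, 10.15 ± 0.10 (SD, n = 2) in KCs of the 3DHLK model and 10.11 to 11.81 in the other groups. Eif2s3y, a gene of the Y chromosome, was 9.14 ± 0.67 in KC monolayers, 8.27 ± 0.16 in hepatocytes of the 3DHLK model, 3.46 ± 0.074 in KCs of that model and 3.42 to 3.51 in the other groups. Sry, also of the Y chromosome, was highest in KC monolayers as well (8.31), followed by KCs of the 3DHLK model (7.46), but was 6.50 ± 0.22 in hepatocytes of that model and 6.50 ± 0.046 in those of the 3DHL model. Uty, another of its genes, was lowest in KC monolayers, with group means of 5.87 to 8.62. Its highest mean was that of HM hepatocytes, where Sry was 6.78 and Eif2s3y 3.42. These cells came from female rats, so Uty and Sry cannot mark male cells here.

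**Figure D2:**
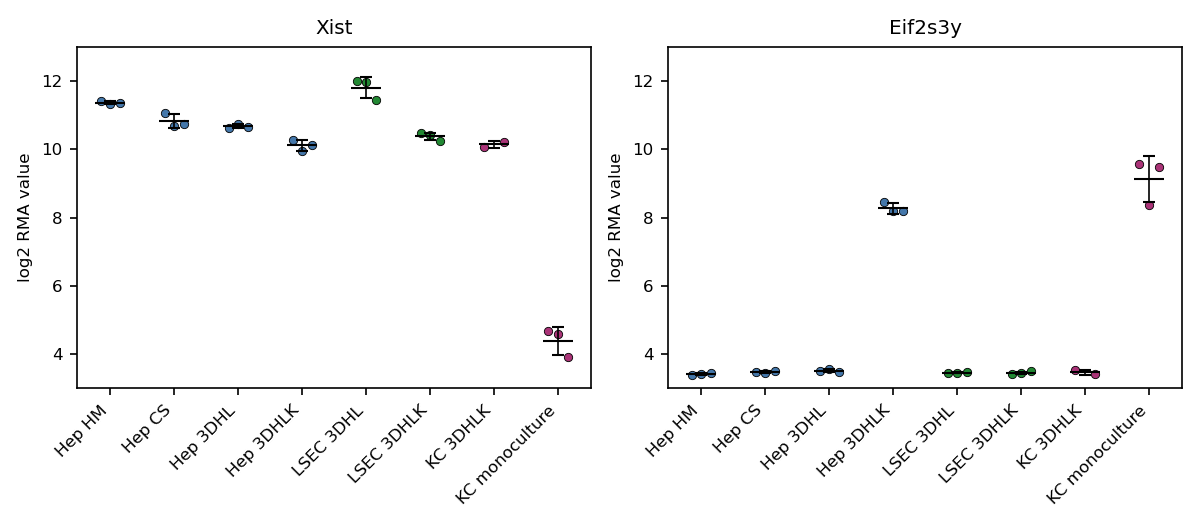
Log2 RMA value of Xist and of Eif2s3y on each array (points, 1 per array), with the mean and SD of each group (bars). Xist is low in KC monolayers, and Eif2s3y is high in KC monolayers and in hepatocytes of the 3DHLK model and near 3.5 elsewhere.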

Further, these data indicated that no contamination occurred during the cell separation process.

### LSECs in the 3DHLK model displayed expression patterns indicative of a differentiated phenotype

We used Gene Set Enrichment Analysis (GSEA)^31^ to identify gene sets exhibiting up- or down-regulation in the LSECs in the 3DHLK model compared to the LSECs in the 3DHL models (see “Materials and Methods”). GSEA identified 77 gene sets as enriched (*q*-value ≤ 0.01; Supplementary Table S1), of which 61 sets were up-regulated in LSECs in the 3DHLK model and 16 were down-regulated. 

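LSECs of the 3DHLK model differed from LSECs of the 3DHL model in 1062 of 14218 genes, 509 higher and 553 lower. The immediate early genes Fos (log2 change 3.30, standard error 0.23, adjusted p = 1.67e-08) and Fosb (2.47) rose, although a second probe set of Fos was not called. Enzymes of liver metabolism rose with them, among them Cyp1a1 (2.46), the sulfotransferase Sult2a2 (2.19), Pemt (1.96), which makes phosphatidylcholine, and Cyp3a23-3a1 (1.92). Faxdc2 (2.59), C4bpb (2.06), Slc10a1 and Fabp1 completed the 10 largest rises. The chemokines Ccl2 (−3.05) and Cxcl3 (−2.59), skeletal muscle actin Acta1 (−2.47) and the TGF-beta binding protein Ltbp1 (−2.35) were, with Tagln, among the 10 largest falls, although 2 of the 4 other probe sets of Cxcl3 were not called. Of 23 chemokines, 6 fell and none rose (7 lower when adjusted over the list alone, camera adjusted p = 9.82e-05). Of 26 genes of proliferation, 10 fell, led by Mki67 (−1.56), and none rose (16 lower and 1 higher when adjusted over the list alone, list test adjusted p = 5.53e-10, and adjusted p = 0.0650 with an estimated correlation). Of 26 peroxisome genes, 11 rose, led by Hacl1 (1.16), and none fell (adjusted p = 7.65e-10). Drug metabolism genes rose in 10 of 33 and fell in 1 (13 and 2 when adjusted over the list alone, adjusted p = 1.07e-06). The hepatocyte markers moved the same way as the metabolic lists, with a median log2 change of 0.25 over 29 genes.

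**Figure D3:**
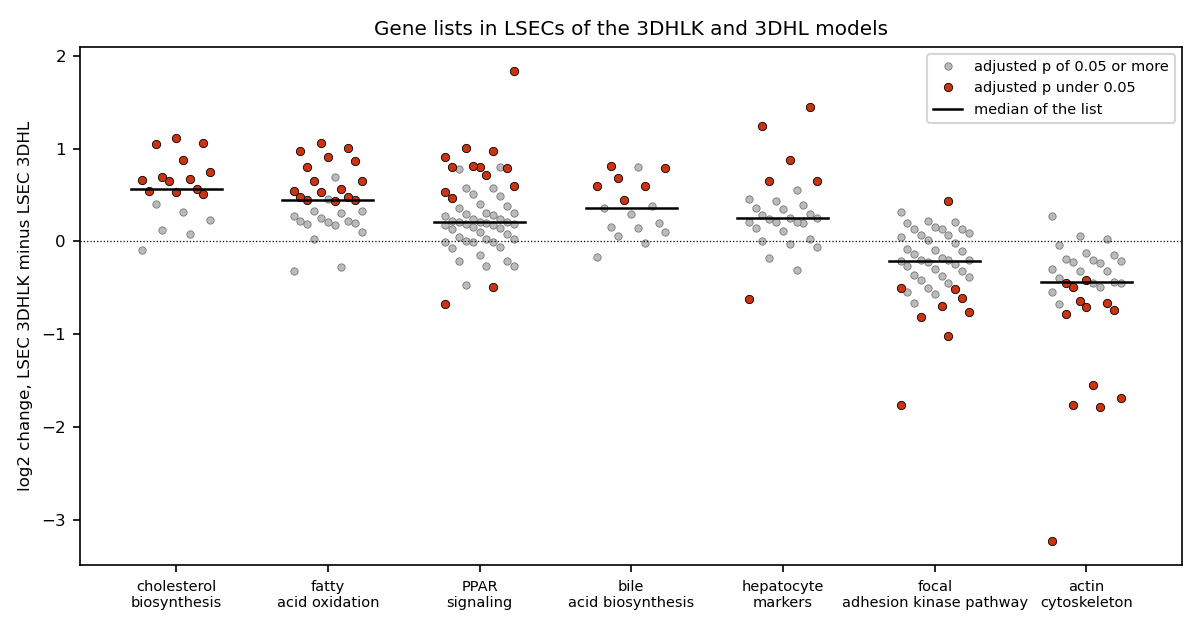
Log2 change from LSECs of the 3DHL model to LSECs of the 3DHLK model for each gene of 7 lists (points, 1 per gene), with the median of each list (line). Genes at an adjusted p under 0.05 are red, and the medians run from 0.56 for cholesterol biosynthesis to −0.44 for the actin cytoskeleton.

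Arrays of the 2 groups did not overlap in 37.3% of genes, against 10% by chance. The counts of higher and lower genes were 1241 and 1094 without the KC monolayers, an alternative chosen after seeing the data, and 264 and 301 without replicate 1 of the 3DHL model, 301 and 396 without its replicate 2, 283 and 312 without replicate 2 of the 3DHLK model, and 274 and 295 without its replicate 3. The share of higher genes among those called went from 47.9% to 36.8% with centring on the housekeeping list and to 57.2% with array weights, which called 2259 higher and 1691 lower. The estimation of these weights could not reach its convergence tolerance. They ran from 0.055 for replicate 1 of the KC monolayers to 36.2 for replicate 3 of the CS hepatocytes. Calls with array weights, here and below, are therefore weak evidence.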

Since GSEA considers each gene set individually, it may return statistically significant functions that annotate similar sets of genes. These redundant functions do not provide additional biological insights. In such cases, we discuss all related gene sets together. For each gene set, we examine genes in its leading edge (see “Materials and Methods”) to further study their relationships to hepatic phenotypes. We summarize our results in this and the next five sections.

Two phenotypic characteristics of differentiated LSECs are the presence of open (100–150 nm) fenestrae and their endocytotic activity^2^. GSEA identified several down-regulated gene sets related to these characteristics, specifically, the FAK Pathway (*q*-value 1.16 × 10^−3^, rank 37), Actin Cytoskeleton (*q*-value 7.10 × 10^−3^, rank 69), and Actin Filament Based Process (*q*-value 7.13 × 10^−3^, rank 70). These results suggest that FAK and actin signaling are decreased in the LSECs from the 3DHLK model when compared to the same cell type in the 3DHL model.

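Of 46 genes of the FAK pathway, 8 were lower in LSECs of the 3DHLK model, 1 was higher and 37 did not pass the test (14 lower and 1 higher when adjusted over the list alone). The cross-linker of actin at focal adhesions Actn1 fell by 1.76 on the log2 scale, the adhesion GTPase regulator Asap1 by a log2 change of −1.02, and Tln1, which links integrins to actin, fell by 0.61 (standard error 0.13, adjusted p = 0.00433). Pik3r1, a regulatory subunit of PI3-kinase, was the gene that rose (0.44). The integrins Itga5 (−0.57, adjusted p = 0.155) and Itgb1 (−0.39, adjusted p = 0.0564) did not pass the test, nor did Ptk2, which encodes FAK itself (−0.087, adjusted p = 0.828). Itga5 and Itgb1 were called lower in the fit to the LSEC arrays alone (adjusted p = 0.00353 and 0.0409), there with the replicate block (0.00625 and 0.0228) and with array weights (0.00805 and 3.91e-04), and Itgb1 also with cyclic loess (0.0166), a mean-variance trend (0.0356), a filter on low values (0.0414) and without replicate 3 of the 3DHL model (0.0409). Of 34 genes of the actin cytoskeleton, 13 fell and none rose (18 lower when adjusted over the list alone). Tagln, a smooth muscle actin binding protein, fell by 3.23 on the log2 scale (standard error 0.46, adjusted p = 8.60e-05) and the calponin Cnn2 by a log2 change of −1.79. The list test gave an adjusted p of 1.59e-06 for the FAK pathway, or adjusted p = 0.135 with an estimated correlation. For the actin genes it gave 1.03e-15, and adjusted p = 0.0458 with an estimated correlation. Of 19 stellate cell and fibroblast markers, Lox (−2.06) and Reln (−0.90) were lower, and of 21 basement membrane and matrix genes 5 were lower and none was higher (6 lower when adjusted over the list alone). Hepatocyte markers, most of which encode secreted proteins and enzymes, were higher in 5 of 29 and lower in 1, the keratin Krt8 (−0.62).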

We focus on the FAK Pathway where GSEA identified 29 genes in its leading edge. The FAK pathway initiates with signals from FAK, Talin 1, and two integrins (Itga5 and Itgb1); the latter three participate in the leading edge of this gene set. This pathway includes three regulators of cell migration: Rho-kinase (Rock2)^32^, Ras homolog family member A (RhoA)^33^ and Ras-related C3 botulinum toxin substrate 1 (Rac1)^34^. All three proteins have been shown to control LSEC fenestration in rats. Specifically, the inhibition of Rock2 resulted in an increase in the number of fenestrae. Likewise, Rac1 has been associated with the contraction of fenestrae in rat LSECs^34^. FAK signaling has also been shown to regulate endocytosis^35^. Specifically, FAK-mediated activation of Endophilin A2 (Sh3gl1) inhibits endocytosis^35^. We observed decreased expression of Sh3gl1 in the LSECs from the 3DHLK model. 

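Sh3gl1, which encodes endophilin A2, a protein that bends membranes during endocytosis, was 9.60 ± 0.032 (SD, n = 3) in LSECs of the 3DHLK model and 9.78 ± 0.14 (SD, n = 3) in LSECs of the 3DHL model. The log2 change of −0.18 (standard error 0.11) did not pass the test in limma (adjusted p = 0.413). Rhoa, which drives actin contraction, had a change of −0.018 (standard error 0.12, adjusted p = 0.961).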

Taken together, these transcriptional trends suggest that LSECs cultured in the 3DHLK liver model may have more and larger fenestrae and exhibit increased endocytotic activity compared to LSECs in the 3DHL model.

Nitric oxide (NO) is critical for the maintenance of LSEC function and differentiation^36^. When we compared LSECs to hepatocytes in the 3DHLK model (Supplementary Table S1), we observed up-regulation of ion channel transport, acetylcholine binding, and G protein coupled receptor (GPCR) ligand binding genes. 

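Genes of acetylcholine receptors were higher in LSECs than in hepatocytes of the 3DHLK model. Of 21 cholinergic receptor genes, 17 were higher in LSECs, none was lower and 4 did not pass the test (18 higher when adjusted over the list alone). The nicotinic subunits Chrnb2 (log2 change 1.09, standard error 0.20, adjusted p = 1.34e-04) and Chrnd (1.05) rose the most. Chrna3 had a log2 difference of 0.87 (adjusted p = 0.00101), Chrna6 of 0.80 (adjusted p = 0.00475) and the muscarinic receptor Chrm1 of 0.72 (adjusted p = 4.70e-04). None of the 21 genes was above a log2 value of 8 in every hepatocyte group. The list test gave an adjusted p of 0.00127, and adjusted p = 0.458 with an estimated correlation. Markers of blood cells moved with the receptors, since 11 of 12 lymphocyte markers and 3 of 3 erythroid markers were also higher in LSECs and none was lower. Over all genes, 4937 were higher and 3652 lower in LSECs, with a median change of 0.11. The largest rises were those of the Fc receptor-like gene Fcrla (4.38), S1pr1 (4.07, not called with its other probe set) and the lipid droplet lipase Pnpla3 (3.91), and the 10 largest falls included the matrix genes Efemp1 (−7.64), Mgp (−7.19) and Sparc (−6.89). Without genes under the 30th percentile of the mean, 2857 genes were higher and 3025 lower, and the share of higher genes among those called went from 57.5% to 48.6% there, 50.0% with cyclic loess and 49.2% with housekeeping centring.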

To preclude the possibility that this up-regulation may be caused by a down-regulation of these processes in hepatocytes in 3DHLK models, we applied GSEA to compare these hepatocytes to the same cell type in 3DHL model (Supplementary Table S1). We observed that none of these gene sets were significant at 0.01 level in this comparison. 

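Acetylcholine receptor genes did not rise in hepatocytes of the 3DHLK model over hepatocytes of the 3DHL model, and their median change was negative. That median stood at percentile 0.17 among 10000 random lists of the same size and level, which do not carry the correlation among the receptors. Of 21 receptor genes none was higher, 1 was lower and 20 did not pass the test, with a median change of −0.18 (list test adjusted p = 0.110). The gene that fell was the muscle nicotinic subunit Chrnb1 (−0.48). Chrna3 had a change of −0.62 (standard error 0.20, adjusted p = 0.0520), Chrna6 of −0.14 and Chrm1 of −0.25 (adjusted p = 0.335). Chrna3 was called lower in the fit to the arrays compared (adjusted p = 0.00288), with the replicate block (0.0144), with array weights (0.0107) and with the mean of all probe sets (0.0450). The list passed the test as lower without replicate 1 of the 3DHLK hepatocytes (adjusted p = 0.0265) and with fgsea (adjusted p = 0.00257). Over all genes 1098 rose and 535 fell, led by genes of matrix and stromal cells such as the scavenger receptor Scara5 (5.22), Mgp (5.10), the proteoglycan Lum (4.95) and lipoprotein lipase Lpl (5.16). The carbonic anhydrase Car3 (−1.20) and the claudin Cldn4 (−1.19) fell the most. Of 19 stellate cell and fibroblast markers 13 rose and none fell (15 higher when adjusted over the list alone, adjusted p = 1.06e-16), and of 23 macrophage markers 12 rose and none fell (14 higher over the list alone, adjusted p = 1.32e-10, and adjusted p = 0.0616 with an estimated correlation). The share of higher genes among those called went from 67.2% to 77.8% with cyclic loess and 86.6% with housekeeping centring, but to 49.1% with array weights and 48.8% without the KC monolayers, which turned the balance (1616 and 1553 lower genes). Lower genes numbered 259, 222 and 354 without replicates 1, 2 and 3 of the 3DHL hepatocytes, and 276 and 338 without replicates 1 and 3 of the 3DHLK hepatocytes.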

Nicotinic cholinergic receptor alpha 3 and alpha 6 receptors and Muscarinic cholinergic receptor 1 participated in the leading edge of functions related to ion channel activity, neurotransmitter receptor activity, and GPCR activity. Upon activation by acetylcholine, these cholinergic receptors open ion channels, enabling changes in intracellular calcium ion levels^37,38^. Increased calcium levels have been shown to activate NO synthase in endothelial cells in a Calmodulin-dependent manner^39^. 

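Camk4 encodes a calcium and calmodulin-dependent protein kinase. Its log2 value was 8.12 ± 0.10 (SD, n = 3) in LSECs and 7.13 ± 0.086 (SD, n = 3) in hepatocytes of the 3DHLK model, a 1.98-fold difference (log2 change 0.99, standard error 0.22, adjusted p = 8.30e-04). In hepatocytes of the 3DHL model it was 7.16 ± 0.079 and in LSECs of that model 7.89 ± 0.11. Nos3, the endothelial nitric oxide synthase gene, was also higher in LSECs than in hepatocytes of the 3DHLK model (0.91, adjusted p = 1.60e-04).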

We observed that Calmodulin-dependent protein kinase IV (Camk4) was up-regulated in LSECs compared to hepatocytes, suggesting an increase in NO synthesis in LSECs. Two other well known markers of LSEC differentiation, Protein Tyrosine Phosphatase, Receptor Type C (CD45)^40^ and Von Willebrand Factor (VWF)^41^, were up-regulated in LSECs in 3DHLK models compared to 3DHL models. 

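Ptprc, which encodes the leukocyte antigen CD45, was 5.90 ± 0.10 (SD, n = 3) in LSECs of the 3DHLK model and 5.79 ± 0.072 (SD, n = 3) in LSECs of the 3DHL model (log2 change 0.12, standard error 0.13, adjusted p = 0.707). Vwf, the gene of the clotting factor made by endothelium, was 5.98 ± 0.036 and 5.81 ± 0.20 (log2 change 0.18, standard error 0.21, adjusted p = 0.719). Neither change passed the test. Of 26 endothelial markers 1 was higher, 1 was lower and 24 did not pass the test (list test adjusted p = 0.397). The Fc receptor Fcgr2b of sinusoidal endothelium rose (0.96, adjusted p = 3.01e-04) and the junction protein Esam fell (−1.11, adjusted p = 3.27e-04). The macrophage markers Cd14 (0.90) and Cd68 (0.69) rose, with no other of 23 called (adjusted p = 0.00650, and adjusted p = 0.335 with an estimated correlation). From FAK and actin genes, cholinergic receptors, Camk4 and these markers, the paper proposes that LSECs of the 3DHLK model keep more of a differentiated phenotype, with open fenestrae, endocytosis and nitric oxide synthesis.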

Taken together, these transcriptional results suggest LSECs in the 3DHLK model maintain more phenotypic characteristics of a differentiated cell type.

### A functional linkage network summarizes differences between LSECs in 3DHLK and in 3DHL systems

Several of the enriched gene sets identified by GSEA shared leading edge genes. In addition, previous methods have demonstrated that genes annotated to one function may interact with those genes from another function in an orchestrated manner^42–44^. We applied the Markov chain Monte Carlo Biological Process Network (MCMC-BPN) algorithm^45^ to identify a non-redundant set of gene sets that connect to each other via interactions between perturbed genes (See “Materials and Methods”). We applied MCMC-BPN to 77 gene sets with a q-value at most 0.01, as determined by GSEA. Figure 2a displays the biological process network (BPN) formed by all links with a probability greater than or equal to 0.45. This threshold corresponds to the top 2.5% of possible functional links. This BPN contains 36 links among 34 of the top 77 gene sets. The BPN contains three connected components, two of which consist of only gene sets down-regulated in LSECs in the 3DHLK model, with the third including only up-regulated gene sets.

**Figure 2:**
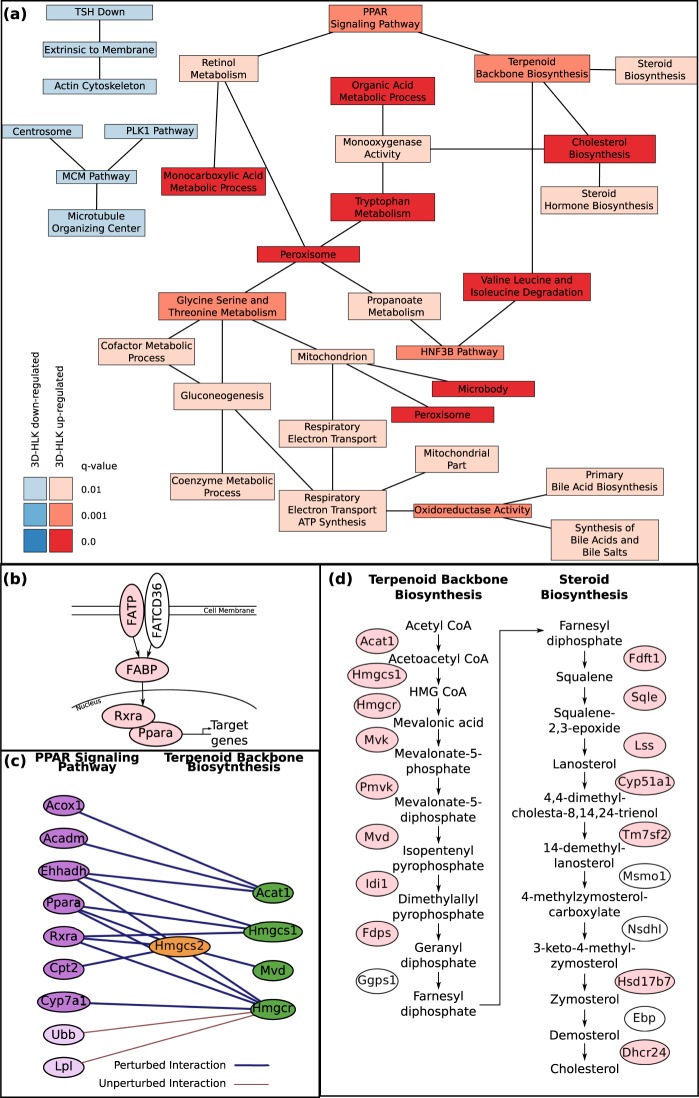
Results from enrichment and network analysis comparing expression profiles of LSECs in 3DHLK models to 3DHL models. (**a**) Network computed by the MCMC-BPN algorithm. Each node is an enriched gene set reported by GSEA. Each link connects two gene sets. Red nodes are up-regulated and blue nodes are down-regulated in LSEC from the 3DHLK model. (**b**) Protein-protein and regulatory interactions up-stream of Ppara in the PPAR Signaling Pathway. Proteins highlighted in pink were up-regulated in LSECs in the 3DHLK model. (**c**) Protein interactions underlying the link between the PPAR Signaling Pathway (purple nodes) and the Terpenoid Backbone Biosynthesis Pathway (green nodes) in the BPN displayed in (**a**). Nodes with a saturated color are in the leading edge. Note that Hmgcs2 is annotated to both pathways. (**d**) Reactions involved in cholesterol biosynthesis. Pink proteins belong to the leading edge of either the Terpenoid Backbone Biosynthesis or the Steroid Biosynthesis pathway.

In the following sections, we discuss several of the top enriched functions identified by GSEA and the links between them in the BPN. Many of these up-regulated gene sets were related to the metabolism of fatty acids, bile acids and cholesterol. We first present leading edge genes from the Peroxisome Proliferator-activated Receptor (PPAR) signaling pathway. Next, we explore the link between PPAR signaling and cholesterol metabolism revealed by the BPN. Finally, we discuss how bile acid biosynthesis and fatty acid metabolism relate to these two gene sets.

### LSECs in the 3DHLK model exhibited increased PPAR signaling

LSECs in the 3DHLK model show up-regulation of genes in the PPAR Signaling Pathway (rank 1, *q*-value < 10^−5^) compared to those in the 3DHL model (Supplementary Table S1). GSEA assigned 26 of the 63 genes from this gene set to its leading edge, including Ppara (SNR 0.21, rank 206), a primary transcription factor, and its co-activators Rxra and Rxrg (SNR 0.18, rank 346; SNR 0.15, rank 586, resp.)^46–48^. 

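Of 59 measured genes of PPAR signaling, 12 were higher in LSECs of the 3DHLK model, 2 were lower and 45 did not pass the test (18 higher and 4 lower when adjusted over the list alone). Apoa2, an apolipoprotein of high density lipoprotein, rose by 1.01 and Cpt1a, which carries fatty acids into mitochondria, rose as well. Cd36, a fatty acid and scavenger receptor, fell by 0.67 on the log2 scale (adjusted p = 0.0158), a call lost without replicate 1 of the 3DHL model (adjusted p = 0.0881) or replicate 3 of the 3DHLK model (adjusted p = 0.102). As a list they had an adjusted p of 2.90e-05, and adjusted p = 0.0458 with an estimated correlation. The signal-to-noise ratio (SNR), the difference of the group means over the sum of their SDs with each SD at least 0.2 of its mean, was 0.211 (jackknife standard error 0.0446) for Ppara, 0.189 (0.0233) for Rxra and 0.149 (0.0522) for Rxrg. For Rxrg the SNR was 0.0945 with the mean of all probe sets of the gene. The mean of the hepatocyte markers was higher in LSECs of the 3DHLK model too. It was 12.84 to 12.90 on the 3DHLK arrays against 12.56 to 12.60 on the 3DHL arrays.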

PPARs are a group of three nuclear hormone receptors: PPARα, PPARδ and PPARγ. (We use ‘Ppara’ to name the gene and ‘PPARα’ for the protein product.) Only Ppara was up-regulated in LSECs in the 3DHLK model; Ppard and Pparg showed no significant difference in expression levels in LSECs between the two 3D cultures. 

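Ppara, the nuclear receptor that turns on fatty acid catabolism, was 1.64-fold higher in LSECs of the 3DHLK model (log2 change 0.72, standard error 0.17, adjusted p = 0.00881). Ppard, a receptor found in most tissues, had a change of −0.0072 (standard error 0.16, adjusted p = 0.989), and Pparg, the receptor of fat cell differentiation, of 0.19 (standard error 0.18, adjusted p = 0.630). The Ppara call was lost when each array was centred on the housekeeping list (adjusted p = 0.0767) and without replicate 3 of the 3DHL model (adjusted p = 0.0543).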

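Ppara had a log2 value of 8.85 ± 0.093 (SD, n = 3) in LSECs and 8.37 ± 0.38 (SD, n = 3) in hepatocytes of the 3DHLK model. It was higher in LSECs by 0.49 (standard error 0.17, adjusted p = 0.0159), with an SNR of 0.141 (jackknife standard error 0.0749). Housekeeping centring ended this call (adjusted p = 0.105), as did leaving out replicate 2 (adjusted p = 0.120) or 3 (adjusted p = 0.0521) of the hepatocytes.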

The expression of Ppara in LSECs was elevated in comparison to its level in hepatocytes in the 3DHLK model (SNR: 0.14, rank 3866). 

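In hepatocytes, Ppara had a change of −0.36 between the 3DHLK and 3DHL models (standard error 0.17), which did not pass the test (adjusted p = 0.182). Its SNR was −0.107 with a jackknife standard error of 0.0804. Without replicate 1 of the 3DHLK hepatocytes the change was −0.57 (adjusted p = 0.0278), and with array weights −0.46 (adjusted p = 0.0316).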

Note that this gene was somewhat down-regulated in hepatocytes in the 3DHLK model compared to the 3DHL model (SNR: −0.11, rank 11745).

Up-stream of PPARα in the signaling pathway lie members of both the Fatty Acid Transport Protein (FATP)^49^ and Fatty Acid Binding Protein (FABP) families of proteins^50^. Consistent with the liver specific expression patterns reported in the literature^51–53^, we observed up-regulation of FATPs (Slc27a2 and Slc27a5, SNR: 0.14, rank 684; SNR: 0.26, rank 101, resp.) and FABPs (Fabp1/4/6, SNR: 0.49, rank 11; SNR: 0.12, rank 909; SNR: 0.10, rank: 1323, resp.), all of which participated in the leading edge (Fig. 2b). 

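Fabp1, the abundant fatty acid binding protein of liver, rose 3.58-fold in LSECs of the 3DHLK model (log2 change 1.84, standard error 0.23, adjusted p = 1.72e-05), with an SNR of 0.489 (jackknife standard error 0.0543). Slc27a5, which joins bile acids and long fatty acids to coenzyme A, rose by 0.79 (standard error 0.14, adjusted p = 0.00103) and had an SNR of 0.260 (0.0436). Slc27a2, a very long chain fatty acid transporter of liver and kidney, had a change of 0.57 that missed the threshold (adjusted p = 0.0590) and an SNR of 0.139 (0.0253). Fabp4, known from fat cells and macrophages, and Fabp6, known from ileum, had changes of 0.30 (adjusted p = 0.498) and 0.25 (adjusted p = 0.509). Their SNRs were 0.123 and 0.104, with jackknife standard errors of 0.125 and 0.0702. Slc27a2 was called in the fit to the LSEC arrays alone (adjusted p = 0.00477), there with the replicate block (0.0160), with a mean-variance trend (0.0495), with a filter on low values (0.0431) and with array weights (4.37e-04), which also called Fabp6 (0.0305).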

FATPs are transmembrane proteins involved in the uptake of long and very-long chain fatty acids into the cell^51,52^. FABPs act as an intracellular buffer by ushering ligands from FATPs to PPARα^54^. A murine study showed a physical interaction between the FABP1 and PPARα proteins *in vivo* in the liver and in cultured primary hepatocytes^50^. 

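Slc27a4, a fatty acid transport protein of the small intestine, was 8.27 ± 0.18 (SD, n = 3) in LSECs of the 3DHLK model and 8.76 ± 0.15 (SD, n = 3) in those of the 3DHL model. It fell by 0.49 on the log2 scale (standard error 0.11, adjusted p = 0.00828). The call was lost without replicate 1 of the 3DHL model (adjusted p = 0.0599) and without replicate 3 of the 3DHLK model (adjusted p = 0.0770).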

Note that the predominantly enterocyte specific FATP Slc27a4^55^ was highly down-regulated in LSECs.

Upon activation by ligands such as fatty acids and their derivatives, eicosinoids, and synthetic compounds, PPARα translocates from the cytoplasm to the nucleus^46^. In the nucleus, PPARα dimerizes with the co-activator retinoid X receptors (RXRα and RXRγ) and transcribes genes involved in lipid metabolism, gluconeogenesis and cell survival^56^. Both RXRα and RXRγ were up-regulated in LSECs in the 3DHLK model. These LSECs also showed increased expression of down-stream targets of PPARα. These targets are involved in cholesterol metabolism^57^ and bile acid biosynthesis (e.g., Cyp7a1 and Cyp8b1)^58–60^, fatty acid oxidation^61,62^ and amino acid degradation (e.g., Acadm and Ehhadh)^63^. 

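Rxra, the main retinoid X receptor of liver, rose by 0.80 on the log2 scale (standard error 0.17, adjusted p = 0.00349) and was 10.95 ± 0.078 (SD, n = 3) in LSECs of the 3DHLK model. Rxrg, a retinoid X receptor of muscle and brain, was 8.47 ± 0.0054 and 7.97 ± 0.26 in the 3DHLK and 3DHL models, a change of 0.49 that did not pass the test (standard error 0.24, adjusted p = 0.271). Fitted to the LSEC arrays alone, Rxrg passed it (adjusted p = 0.0266), as it did there with the replicate block (0.0311) and with array weights (0.00578). The other probe set of Rxrg changed by 0.068 in limma and was not called (adjusted p = 0.892).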

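Among known targets of PPARα, Ehhadh, the bifunctional enzyme of peroxisomal fatty acid oxidation, rose by 0.80 (standard error 0.16, adjusted p = 0.00247) in LSECs of the 3DHLK model. Pex11a, which makes peroxisomes divide, rose by 1.16 (adjusted p = 5.66e-04). Lpl, which frees fatty acids from lipoproteins, had a change of −0.21 (adjusted p = 0.782).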

We discuss the relevance of cholesterol metabolism, bile acid biosynthesis and fatty acid oxidation in the following sections.

### LSECs in the 3DHLK model regulate cholesterol metabolism

The MCMC-BPN analysis identified a link between PPAR Signaling Pathway and Terpenoid Backbone Biosynthesis gene set (link probability 0.90; Fig. 2a). Figure 2c displays the set of interactions representing this link; each interaction connects one gene in the PPAR Signaling Pathway to one gene in the Terpenoid Backbone Biosynthesis gene set. Sixteen out of the 18 interactions connected genes in the leading edges of these two gene sets. Six of these 16 interactions reflected the transcriptional regulation of 3-Hydroxy-3-Methylglutaryl-CoA Reductase (Hmgcr), 3-Hydroxy-3-Methylglutaryl-CoA Synthase 1 (Hmgcs1), and 3-Hydroxy-3-Methylglutaryl-CoA Synthase 2 (Hmgcs2) by PPARα and by RXRα^64^. The MCMC-BPN analysis also identified a link between Terpenoid Backbone Biosynthesis and both Cholesterol Biosynthesis and Steroid Biosynthesis (link probabilities 0.56 and 0.47, respectively). The Terpenoid Backbone Biosynthesis and Cholesterol Biosynthesis gene sets share seven genes that correspond to the set of reactions responsible for converting Acetyl-CoA to Farnesyl diphosphate^65^. Additionally, the Cholesterol Biosynthesis and Steroid Biosynthesis gene sets encompass genes responsible for the conversion of Farnesyl diphosphate to cholesterol^66^. Together, these three gene sets, all of which are up-regulated in LSECs in the 3DHLK model, annotate the set of reactions in cholesterol biosynthesis that convert Acetyl-CoA to cholesterol (Fig. 2d)^67–69^. These links in the BPN indicate that the PPAR Signaling Pathway may be activated and in turn induce the expression of Cholesterol biosynthesis genes in LSECs in the 3DHLK model.

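Most of the measured enzymes from acetyl-CoA to cholesterol rose in LSECs of the 3DHLK model. Of 19 measured cholesterol biosynthesis genes, 13 were higher, none was lower and 6 did not pass the test (14 higher when adjusted over the list alone). Idi1, the isopentenyl diphosphate isomerase, rose the most (log2 change 1.12, standard error 0.22, adjusted p = 0.00205), followed by Acat1 (1.06), which makes acetoacetyl-CoA, and Hsd17b7 (1.05), a late step. The other genes called were Acat2 (0.88), Pmvk (0.75), Tm7sf2 (0.70), Fdft1 (0.67), Lss (0.66), Cyp51 (0.66), Ebp (0.56), Sqle (0.54), Msmo1 (0.53) and Fdps (0.51). Those not called, among them Mvk (0.41), Mvd (0.31), Nsdhl (0.12) and Ggps1 (0.083), changed by −0.10 to 0.41, and 1 of the 6 had a negative change. Mvk and Mvd were called with array weights (adjusted p = 0.00364 and 0.0194), and Mvk in the fit to the LSEC arrays alone (0.0328) and there with the replicate block (0.0476). The list test gave an adjusted p of 1.80e-11, and adjusted p = 0.0761 with an estimated correlation. The hepatocyte markers Otc (1.45), of the urea cycle, and Tdo2 (1.24), which degrades tryptophan, rose as well. Fdft1 was not called with its other probe set (adjusted p = 0.573) or with the mean of all probe sets (adjusted p = 0.0959). The calls of Lss, Msmo1 and Ebp were lost without any one of the 6 arrays, those of Fdft1 and Sqle without any one except replicate 1 of the 3DHLK model, and that of Fdps without replicate 3 of that model (adjusted p from 0.0511 to 0.182). No probe set is named here for Hmgcs1.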

Further support for this observation comes from the significant up-regulation of the Reactome Cholesterol Biosynthesis gene set (rank 1, *q*-value < 10^−5^) in LSECs in the 3DHLK model versus LSECs in the 3DHL model (Supplementary Table S1 and Fig. 2a). However, cholesterol biosynthesis in the liver has mainly been attributed to hepatocytes^1^ and the involvement of LSECs has not been well documented. To further understand our results, we compared the expression of these genes in LSECs to hepatocytes in the 3DHLK model. 

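LSECs had more mRNA of cholesterol synthesis than hepatocytes of the 3DHLK model, with 15 of 19 genes higher, 1 lower and 3 not called (16 higher when adjusted over the list alone). Hsd17b7 (1.69) had the largest difference, and Ggps1 (−0.62), which makes the lipid that anchors small GTPases, was the gene that was lower. The list test gave an adjusted p of 3.89e-04, and adjusted p = 0.458 with an estimated correlation. In the same comparison 17 of 29 hepatocyte markers were higher in LSECs and 1 was lower, and 16 of 19 stellate cell and fibroblast markers were lower, such as the collagen Col3a1 (−6.32). Between hepatocytes of the 3DHLK and 3DHL models, 1 of the 19 cholesterol genes was higher, Acat1 (0.42), none was lower and 18 were not called (list test adjusted p = 0.515).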

We noted that the Cholesterol Biosynthesis gene set is not significantly perturbed when we compare Hepatocytes in the 3DHLK model to the same cell type in the 3DHL model (*q-*value 1). Cholesterol homeostasis occurs due to a combination of synthesis, transcytosis and metabolism^69–72^. Certain signaling events related to cholesterol homeostasis are triggered by cytoplasmic cholesterol concentrations (Fig. 3a). When cytoplasmic cholesterol levels are low, sterol regulatory element binding proteins (SREBPs) transcribe genes involved in *de novo* cholesterol biosynthesis^72^. In addition, activated SREBPs transcribe scavenger receptor B1 (Scarb1; SB-1), low-density lipoprotein receptor (LDLR), and proprotein convertase subtilisin/kexin type 9 (PCSK9), genes involved in the uptake of cholesterol^72^. Both LDLR and SB-1, which are responsible for the uptake of exogenous cholesterol^72^, show increased expression in LSECs (SB-1, SNR: 0.18, rank: 3121; LDLR, SNR: 0.49, rank: 7) suggesting that LSECs may participate in transcytosis of cholesterol. 

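Scarb1, the receptor that takes up cholesterol from high density lipoprotein, was 9.74 ± 0.14 (SD, n = 3) in LSECs and 9.08 ± 0.12 (SD, n = 3) in hepatocytes of the 3DHLK model. It was 1.58-fold higher in LSECs (log2 change 0.66, standard error 0.15, adjusted p = 8.91e-04), with an SNR of 0.176 (jackknife standard error 0.0318). Insig1, which holds the sterol sensor in the endoplasmic reticulum and is itself a target of SREBPs, was higher by 1.48 (adjusted p = 7.93e-08). Of 17 genes of cholesterol uptake and efflux 4 were higher, 6 were lower and 7 were not called (list test adjusted p = 0.392).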

SB-1, the high density lipoprotein receptor, is known to be expressed abundantly in LSECs^70^. Interestingly, the SREBP transcriptional target PCSK9 plays a role in the clathrin-mediated endocytosis of LDLR^72^. In contrast, when cholesterol levels are high within a cell, the transcription factor liver X receptors (LXRs) are activated^72^. LXRs transcribe genes involved in the efflux of cholesterol, including ApoE, and the ATP-binding cassette transporters ABCA and ABCG family of transporters^72^. 

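Abca1, which moves cholesterol out of cells to apolipoprotein A1, was lower in LSECs than in hepatocytes of the 3DHLK model by a log2 change of −0.93 (adjusted p = 7.18e-05) and had an SNR of −0.231 (jackknife standard error 0.0170). Abcg1, which exports cholesterol to high density lipoprotein, changed by −2.41 (adjusted p = 8.17e-10), with an SNR of −0.173 (0.0468). The SNR takes the highest probe set on each array, and on the probe set that gave the log2 change of Abcg1 it was −0.813. Abcg5, which secretes sterols into bile, was higher by 0.48 (standard error 0.19, adjusted p = 0.0289), with an SNR of 0.192 (0.0830). Apoe, an apolipoprotein of efflux, differed by 0.10 (adjusted p = 0.515), and Soat1, which esterifies cholesterol for storage, by −3.79 (adjusted p = 1.70e-12). Of the other probe sets, 1 of 2 for Abcg1 was higher in LSECs (log2 change 0.57, adjusted p = 0.00744), 1 of 3 for Abca1 was not called (adjusted p = 0.647) and that of Apoe was higher (0.89, adjusted p = 4.43e-05). The Abcg5 call was lost with cyclic loess (adjusted p = 0.305), with housekeeping centring (adjusted p = 0.142) and without replicate 1 or 2 of the hepatocytes or replicate 1 or 3 of the LSECs (adjusted p from 0.0667 to 0.124).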

Though we observe down-regulation of ABCA1 and ABCG1 (SNR: −0.09, rank: 9463; SNR: −0.17, rank: 10834, resp.) in LSECs, the liver-specific ABCG5 displays increased expression (SNR: 0.192, rank: 2795). Another method for maintaining cholesterol homeostasis involves HMGCR, the rate-limiting step in cholesterol biosynthesis^73^. HMGCR may be post-translationally degraded by 24,25-dihydrolanosterol and squalene^73^. 

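Fdft1, the squalene synthase, was 11.43 ± 0.10 (SD, n = 3) in LSECs and 9.77 ± 0.051 (SD, n = 3) in hepatocytes of the 3DHLK model. This is a 3.17-fold difference (log2 change 1.66, standard error 0.18, adjusted p = 1.64e-07), with an SNR of 0.392 (jackknife standard error 0.0168). In LSECs of the 3DHL model Fdft1 was 10.77 ± 0.055, and in HM and CS hepatocytes 10.03 and 11.01. From the genes of synthesis, uptake and efflux, the paper proposes that LSECs in the 3DHLK model take part in the transcytosis and the synthesis of cholesterol.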

24-Dehydrocholesterol Reductase (Dhcr24) and Farnesyl-Diphosphate Farnesyltransferase 1 (Fdft1), the two enzymes responsible for the synthesis of 24,25-dihydrolanosterol and squalene, respectively, exhibit increased expression in LSECs compared to hepatocytes (SNR: 2036, rank: 0.23; SNR: 0.39, rank: 232, resp.). Altogether, these trends in the transcriptional data suggest that LSECs in the 3DHLK models participate in cholesterol transcytosis as well as in the biosynthesis of this compound.

**Figure 3:**
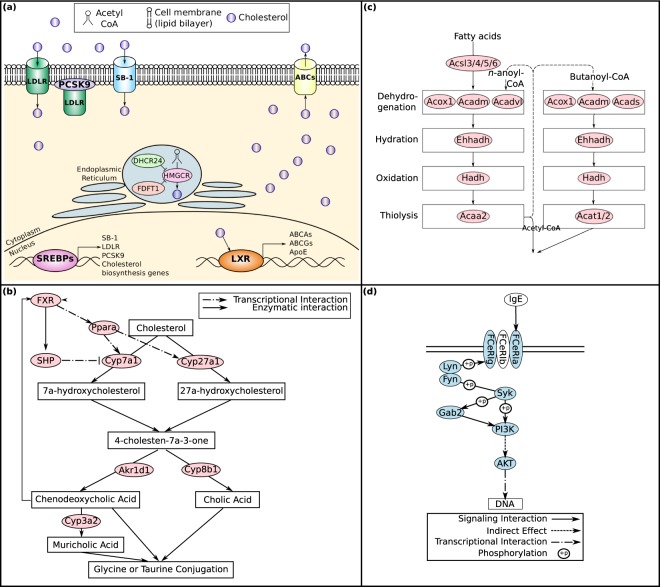
LSEC and KC signaling pathways in 3DHLK systems. (**a**) Pathway diagram of transcytosis of cholesterol in LSECs. (**b**) FXR-dependent feedback mechanisms involved in regulation of bile acid biosynthesis. Interactions represent both the positive feedback mechanism through Ppara and the negative feedback mechanism through SHP. Proteins highlighted in pink are up-regulated in LSECs in the 3DHLK model. (**c**) Fatty Acid Degradation and beta-oxidation pathway. Genes highlighted in pink were up-regulated in the LSECs in the 3DHLK model. (**d**) Diagram of the FC-ε RI Signaling Pathway. Proteins shown in blue are down-regulated in Kupffer cells from the 3DHLK model.

### LSECs in the 3DHLK model up-regulated genes involved in bile acid biosynthesis

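Acox2, the peroxisomal oxidase that shortens the bile acid side chain, rose by 0.81 (standard error 0.17, adjusted p = 0.00381) in LSECs of the 3DHLK model against LSECs of the 3DHL model. It was 1 of 6 genes that rose among 17 of bile acid biosynthesis, while none fell and 11 did not pass the test (7 higher when adjusted over the list alone). The list had a median change of 0.36 and an adjusted p of 7.69e-05, or adjusted p = 0.0458 with an estimated correlation. The hepatocyte markers as a list had an adjusted p of 3.13e-04 in the same direction, and adjusted p = 0.201 with an estimated correlation.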

The LSECs from the 3DHLK model, compared to those in the 3DHL cultures, showed up-regulation of genes associated with the Primary Bile Acid (BA) Biosynthesis gene set (*q*-value 4.93 × 10^−3^, rank 55, Supplementary Table S1 and Fig. 2a). As in the case of cholesterol biosynthesis, we compared the expression levels of these genes in LSECs to hepatocytes from the 3DHLK model, since only hepatocytes have been shown to produce BAs^58,74,75^. Using GSEA, we found no enrichment of gene sets related to BA biosynthesis (*q*-value > 0.01), suggesting similar expression levels among these genes in both LSECs and hepatocytes and supporting the possibility of bile acid biosynthesis in LSECs.

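Of 17 bile acid biosynthesis genes, 6 were higher and 4 lower in LSECs than in hepatocytes of the 3DHLK model, and 7 did not pass the test. Acox2 (2.09) and the oxysterol hydroxylase Cyp39a1 (1.46) were higher in LSECs. Cyp8b1 (−1.60), which sets the share of cholic acid, and Hsd17b4 (−0.74), of peroxisomal side chain oxidation, were lower. The list had a median change of 0.081 (adjusted p = 0.798). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had a change of −0.51 (adjusted p = 0.113), Cyp27a1 of −0.63 (adjusted p = 0.00126) and Akr1d1 of −0.12 (adjusted p = 0.408). The hepatocyte markers Otc (2.02) and Tat (1.83), a tyrosine aminotransferase, were higher in LSECs. Cyp7a1 was called lower with cyclic loess (adjusted p = 0.0242) and without replicate 3 of the hepatocytes (adjusted p = 0.0276) or of the LSECs (adjusted p = 0.0330).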

Synthesis of BAs is the primary means of cholesterol catabolism^58,76^ and can occur via the classical (neutral) or alternate pathways (Fig. 3b)^58^. In the initial step of BA formation in the classical pathway, Cytochrome P450, Family 7, Subfamily A, Polypeptide 1 (Cyp7a1) hydroxylates the C-7 carbon of cholesterol, and is the rate-limiting enzyme for determining the BA pool^58^. Cytochrome P450, Family 8, Subfamily B, Polypeptide 1 (Cyp8b1) leads to the generation of cholic acid (CA)^58^. Following the alternate pathway, Cytochrome P450, Family 27, Subfamily A, Polypeptide 1 (Cyp27a1) and Aldo-keto Reductase Family 1, Member D1 (Akr1d1) control the population of chenodeoxycholic acid (CDCA)^76^. 

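Cyp7a1, which starts the classical pathway of bile acid synthesis, was 5.77 ± 0.47 (SD, n = 3) in LSECs of the 3DHLK model and 4.97 ± 0.37 (SD, n = 3) in those of the 3DHL model. Its change of 0.81 (standard error 0.28) missed the threshold (adjusted p = 0.0833). Cyp8b1, the sterol 12-alpha-hydroxylase, had a change of 0.36 (standard error 0.20, adjusted p = 0.340). Cyp27a1, a mitochondrial sterol hydroxylase, had one of 0.29 (standard error 0.15, adjusted p = 0.301), and the steroid reductase Akr1d1 one of 0.14 (standard error 0.13, adjusted p = 0.602), or 1.00 with its other probe set (adjusted p = 0.0519). Cyp7a1 was called in the fit to the LSEC arrays alone (adjusted p = 0.0483), there with the replicate block (adjusted p = 0.00318), with array weights (adjusted p = 0.00230) and without replicate 1 of the 3DHLK model (adjusted p = 0.0460). Array weights also called Cyp27a1 (adjusted p = 0.00361).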

We observed the up-regulation of Cyp7a1, Cyp8b1, Cyp27a1, and Akr1d1 in the leading edge of the Primary Bile Acid Biosynthesis gene set from the KEGG database when we compared LSECs from the 3DHLK model to those from 3DHL cultures. These results suggest that higher levels of CA and CDCA may be synthesized in LSECs in the presence of hepatocytes and KCs. CDCA has been found to induce FXR activity in humans and mice^76,77^, resulting in increased expression of PPARA^78^. These transcription-based results suggest that a feedback mechanism among PPARα, FXR, and BA biosynthesis occurs in LSECs when they are cultured with hepatocytes and KCs.

### LSECs in the 3DHLK model exhibited increased fatty acid metabolism

Six of the top 77 gene sets identified by GSEA were involved in fatty acid metabolism (Supplementary Table S1). These gene sets include Carboxylic Acid Metabolic Process, Organic Acid Metabolic Process and Monocarboxylic Acid Metabolic Process (rank 1, *q*-value < 10^−5^), Fatty Acid Oxidation (rank 14, *q*-value 3.34 × 10^−5^), Fatty Acid Metabolism (rank 17, *q*-value 1.36 × 10^−4^), and Fatty Acid Metabolic Process (rank 19, *q*-value 1.47 × 10^−4^). Our BPN included two gene sets related to fatty acids: Organic Acid Metabolic Process and Monocarboxylic Acid Metabolic Process. All six fatty acid related gene sets shared a core set of four genes in their leading edges: Cpt1a, Acadvl, Acadm, and Echs1, each being up-regulated in LSECs in the 3DHLK model compared to the 3DHL model (SNR ≥ 0.13; rank ≤ 833). Up-regulation of these gene sets suggests that LSECs in the presence of KCs may have increased fatty acid metabolism. 

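Of 33 fatty acid oxidation genes, 16 were higher in LSECs of the 3DHLK model, none was lower and 17 did not pass the test (19 higher when adjusted over the list alone). Acaa2, the last enzyme of mitochondrial beta-oxidation, rose by 1.01 (standard error 0.18, adjusted p = 0.00103). Acads (0.22), Acsl3 (0.19), Acsl4 (0.28), Acsl5 (0.31) and Acsl6 (0.18) did not pass the test, nor did Hadh (0.69, adjusted p = 0.122), for which another probe set was called (adjusted p = 0.0160). Hadh and Acsl5 were called higher in the fit to the LSEC arrays alone (adjusted p = 0.00338 and 0.0313), there with the replicate block (0.00353 and 0.0476) and with array weights (7.91e-04 and 0.00211), Hadh with the mean of all probe sets (0.0333), and Acads and Acsl4 with array weights (0.0361 and 0.0107). The list had a median change of 0.45 and an adjusted p of 9.33e-12, and adjusted p = 0.0892 with an estimated correlation. Genes of the respiratory chain, which uses the products of this oxidation, rose in 4 of 40, such as Ndufv2 (0.57), and none fell (adjusted p = 1.69e-08, and adjusted p = 0.320 with an estimated correlation). Adjusted over the list alone, 9 of the hepatocyte markers were higher and 1 was lower.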

In fact, LSECs are known to derive a large proportion of their energy (~45% of ATP) from fatty acid oxidation^79^.

Biosynthesis of cholesterol requires the availability of Acetyl-CoA^80^. Fatty acid oxidation and degradation provide one source of Acetyl-CoA^81^. These processes occur in either the peroxisome^82^ or the mitochondria^83^. For mitochondrial fatty acid oxidation, carnitine palmitoyltransferases (Cpt1a/Cpt2) first import fatty acids from the cytoplasm where their degradation occurs through β-oxidation (Fig. 3c)^84–87^. Acyl-CoA Dehydrogenase, Very Long Chain (Acadvl)^88^, Acyl-CoA Dehydrogenase, C-4 To C-12 Straight Chain (Acadm)^88^, Enoyl CoA Hydratase, Short Chain, 1 (Echs1)^89^, and Cpt1a^90^ participate in this process. Cpt1a regulates the rate-limiting step in rat hepatocytes^91^. All these genes highlighted in pink were up-regulated in the LSECs in the 3DHLK model. It is notable that Ppara, which is up-regulated in these LSECs, transcriptionally regulates Cpt1a and Acadm.

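The carnitine palmitoyltransferases Cpt1a, which sets the rate of fatty acid entry into mitochondria, and Cpt2 rose in LSECs of the 3DHLK model by 0.91 (standard error 0.16, adjusted p = 7.22e-04) and 0.97 (standard error 0.15, adjusted p = 1.43e-04). The acyl-CoA dehydrogenases Acadvl and Acadm, for very long and medium chains, rose by 0.65 (adjusted p = 0.0378) and 0.53 (adjusted p = 0.0201). Echs1, the short chain enoyl-CoA hydratase, rose by 0.57 (adjusted p = 0.00690). Without 1 array the adjusted p was 0.0523 for Echs1 (replicate 2 of the 3DHLK model), up to 0.101 for Acadm (replicate 1 or 2 of the 3DHL or 2 or 3 of the 3DHLK model) and up to 0.182 for Acadvl (each array apart from replicate 3 of the 3DHL model).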

### KCs display an anti-inflammatory phenotype in the 3DHLK model

KCs, like many macrophages, exhibit plasticity in their phenotype ranging from pro- to anti-inflammatory characteristics^92,93^. To better understand their phenotype in the 3DHLK liver model, we compared their gene expression profiles in the 3DHLK model on day 12 to KC monocultures on day 3. GSEA identified 21 significant functions in the 3DHLK model (*q*-value < 10^−5^, Supplementary Table S1). GSEA identified four functions as up-regulated (*q*-value < 10^−5^) in KCs from the 3DHLK liver model. The remaining 17 gene sets were down-regulated. Of those functions showing increased expression in the KCs from the 3DHLK cultures, three were related to drug metabolism and phase II conjugation, and one involved genes found up-regulated in hepatocytes in response to LSECs^94^. 

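Genes of drug metabolism were higher in KCs of the 3DHLK model than in KC monolayers, 24 of 33, with 4 lower and 5 not called. The alcohol dehydrogenase Adh1c (log2 change 5.84, standard error 0.14, adjusted p = 6.10e-19) and the epoxide hydrolase Ephx1 (5.52) rose the most. The N-acetyltransferase Nat2 (−1.55) and Cyp2c13 (−1.24) fell. As a list these genes had an adjusted p of 2.29e-04, and adjusted p = 0.0712 with an estimated correlation. Of 29 hepatocyte markers 28 were higher and 1 was lower, with a median change of 4.93, and 23 of 23 macrophage markers were lower, with a median of −4.98. Over all genes 6324 were higher and 2954 lower. Plasma proteins of hepatocytes led the rises, with Lcn2 (8.13) and Hpx (8.01), ahead of Orm1, Cyp2c22 (7.35) and the glucose transporter Slc2a2 (7.13). Cd5l (−7.66), a secreted protein of macrophages, Adgre1 (−7.53) and Csf1r (−7.13), the receptor of macrophage colony-stimulating factor, were among the largest falls. The median change of all genes was 0.27, or 0.12 with cyclic loess and −0.23 with housekeeping centring. The share of higher genes among those called went from 68.2% to 56.7% and 37.0% in these settings, and the fit to the KC arrays alone gave 4013 higher and 1894 lower. Replicates of the monolayers differed with an SD of 0.471 to 0.682 over probe sets, against at most 0.350 in the other groups. The p-values of this comparison rest on the spread shared by all groups and may be too small.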

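Immune genes of several kinds were lower in KCs of the 3DHLK model than in KC monolayers. The lists of chemokines and of interferon response genes did not pass the test. Of 13 antigen presentation genes 11 were lower and none was higher (median −3.57, adjusted p = 2.04e-09), among them the invariant chain Cd74 (−5.69) and the protease Ctss (−6.52). Of 51 genes of Fcε receptor signaling 26 were lower, 13 higher and 12 not called (adjusted p = 4.81e-06). Of 23 chemokines 13 were lower and 8 higher, led by Ccl3 and Ccl2 on the lower and Ccl9 and Cxcl9 on the higher side (9 higher when adjusted over the list alone, adjusted p = 0.117). Of 21 interferon response genes 6 were higher, 6 lower and 9 not called, with a median change of 0.084. Adjusted over the list alone, 5 were higher and 6 lower (list test adjusted p = 0.363). The macrophage markers as a list had an adjusted p of 5.13e-25 in the lower direction, and the hepatocyte markers 3.33e-16 in the higher one.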

The down-regulated gene sets related to inflammation and immune response.

We focus on gene sets that we can map to pathways, specifically the Fcε receptor signaling pathway in the KEGG database (Fig. 3d). The Fcε receptor is involved in allergic and immune responses, and is responsible for the release of histamines, leukotrienes, and cytokines after activation^95^. The Fcε receptor, specifically the Fcεr1γ subunit, is one mechanism responsible for the M2-to-M1 transition of macrophages^96^. The gene set for this signaling pathway contains 70 genes, 21 of which participate in the leading edge. In order to initiate Fcε signaling, immunoglobulin E (IgE) binds to Fcε receptors, which activate Lyn or Fyn, both Src Family Tyrosine Kinases^97,98^. Once activated, Lyn or Fyn phosphorylates the Fcεr1γ-chain subunit of Fcε receptor, resulting in the recruitment and subsequent activation of Syk by Lyn or Fyn^97,98^. We observed the down-regulation of Fcer1g, Fyn, Lyn, Syk, Gab2 and PI3K (PIK3R1/PIK3CD) in KCs in the 3DHLK models compared to monocultures. 

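Fcer1g, the signaling chain shared by Fc receptors, fell by 7.79 on the log2 scale in KCs of the 3DHLK model (standard error 0.39, adjusted p = 1.27e-13). The Src family kinases Fyn and Lyn changed by −2.63 and −2.46, the kinase Syk, which docks on Fcer1g, by −3.25, and the adaptor Gab2 by −3.04. The PI3-kinase subunits Pik3r1 and Pik3cd changed by −1.91 and −1.67, and the adjusted p of these 6 genes was at most 4.00e-08. Fcer1a, the chain that binds IgE, changed by −1.05 (adjusted p = 0.00300), a call lost in the fit to the KC arrays alone (adjusted p = 0.0686). Akt1 fell from 10.61 ± 0.20 (SD, n = 3) in monolayers to 9.61 ± 0.24 (SD, n = 2) (adjusted p = 2.81e-06), with neither of its other probe sets called. Akt2 rose by 0.69 (adjusted p = 1.19e-05), a call lost with cyclic loess (adjusted p = 0.415), housekeeping centring (adjusted p = 0.294) and the replicate block in a fit to the KC arrays (adjusted p = 0.100). Aif1 (−7.33), a macrophage marker outside this pathway, fell as well.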

All seven of these genes were members of the leading edge of the Fcε-receptor signaling pathway. Additional characteristics of M1 macrophages include expression of pro-inflammatory cytokines such as tumor necrosis factor (TNF), IL6, IL12, and nitric oxide synthase 2, inducible (iNOS)^92^. TNF, which is transcriptionally up-regulated by Fcε receptor signaling, IL6, and iNOS exhibited decreased expression in KCs in the 3D model compared to those in the monoculture. In contrast, macrophages with an anti-inflammatory phenotype express IL10 protein, IL1 receptor agonist, and IL1 decoy receptor^99^, which were up-regulated in the 3D cultures. These trends in the transcriptional data support the conclusion that KCs in 3DHLK cultures show a more M2-like phenotype in comparison to freshly isolated KCs.

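Tnf was lower in KCs of the 3DHLK model by a log2 change of −1.16 (adjusted p = 1.10e-05), although its other probe set was not called (adjusted p = 0.979). Il6 was lower by a change of −0.69 (standard error 0.15, adjusted p = 4.19e-04), a call lost in the fit to the KC arrays alone (adjusted p = 0.0576) and there with the replicate block (adjusted p = 0.175). Nos2, the inducible nitric oxide synthase gene, was 8.21 ± 0.092 (SD, n = 2) in the 3DHLK model and 7.89 ± 0.35 (SD, n = 3) in monolayers, a change of 0.32 that did not pass the test (adjusted p = 0.142). The interleukin 12 genes Il12a (0.12, adjusted p = 0.710) and Il12b (−0.22, adjusted p = 0.476) did not pass it either. Of 22 pro-inflammatory genes 14 fell, 3 rose and 5 were not called (adjusted p = 5.48e-05). Il1b (−6.46) and the cyclooxygenase Ptgs2 (−5.81) fell the most, while the interferon-induced chemokines Cxcl9 (3.66) and Cxcl11 (2.82) rose. The macrophage marker Cybb, a subunit of the phagocyte oxidase, fell by 6.92 on the log2 scale. Il12b was called lower without replicate 1 of the monolayers, and Il12a and Nos2 were called higher without replicate 2 (adjusted p = 0.00102, 0.00594 and 0.0272). With array weights Il12b was called lower and Il12a higher (adjusted p = 0.00194 and 0.0289).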

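Il10 was 4.67 ± 0.044 (SD, n = 2) in KCs of the 3DHLK model and 7.00 ± 0.064 (SD, n = 3) in monolayers, a log2 change of −2.33 (standard error 0.13, adjusted p = 1.14e-12). Il1rn, the antagonist of the interleukin 1 receptor, taken here for what the paper calls the IL1 receptor agonist, changed by −2.53 (standard error 0.20, adjusted p = 3.74e-10). Il1r2, the decoy receptor of interleukin 1, had a change of −0.48 (standard error 0.24) that did not pass the test (adjusted p = 0.0876). Of 18 anti-inflammatory genes 4 were higher, 8 lower and 6 not called (adjusted p = 0.00908 in the lower direction, and adjusted p = 0.144 with an estimated correlation). The mannose receptor Mrc1 (−5.09) and Cd163 (−3.48), which carries the antigen used to collect the KCs, fell. Il1r2 was called lower with housekeeping centring (adjusted p = 0.00203), with array weights (adjusted p = 2.14e-04), with the mean of the 2 KC arrays of the 3DHLK model added as a further array (adjusted p = 0.0476) and without replicate 2 of the monolayers (adjusted p = 0.0207).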

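Between KCs of the 3DHLK model and the monolayers, the pro-inflammatory list had a median change of −0.92 and the anti-inflammatory list of −0.30. Adjusted over each list alone, 14 of 22 pro-inflammatory and 8 of 18 anti-inflammatory genes were lower, and 3 and 4 were higher. Of the markers of the cell type itself, 23 of 23 macrophage markers were lower. From the Fcε receptor genes, the pro-inflammatory cytokines and the anti-inflammatory genes, the paper concludes that KCs in the 3DHLK model are more M2-like than the monolayers.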

## Discussion

Hepatocytes are the most widely studied cell type in the liver. More recently, scientists have begun to understand the critical roles played by NPCs, especially LSECs and KCs, in modulating the function of healthy livers. In this paper, we have sought to discover transcriptional perturbations as a result of heterotypic communications among hepatic cell types in an organotypic liver model that maintained the phenotypes of each cell type for up to 16 days^12^. This model permits the separation of cell types thus enabling us to measure the transcriptome in each cell type individually. Thereby, we created the first-ever transcriptional dataset in hepatocytes and in two types of NPCs (LSECs and KCs) in an *in vitro* liver model. We noted that each cell type had a distinct expression profile and that each culture system induced unique expression patterns in each cell type. These results indicate that no contamination occurred during the cell separation process. We have already reported on the analysis of the hepatocyte transcriptome^12^. Here, we focused our detailed analysis on the LSECs and KCs since previous transcriptional studies on these NPCs in an *in vitro* context have been limited. We related our results, which are based on transcriptional data, to published *in vivo* or *in vitro* experiments.

Just like hepatocytes, LSECs require communication with other hepatic cells for normal physiological phenotype and function^9,94^. Phenotypic characteristics of LSECs include the presence of open fenestrae, which are associated with the endocytic capabilities of LSECs^2^. Maintaining this phenotype *in vitro* is challenging since LSECs rapidly dedifferentiate within days^36,100^. We have demonstrated earlier that fenestrae found in healthy LSECs disappear in the presence of activated KCs^101^. To the best of our knowledge, the current work is the first to provide clear transcriptional evidence that suggests that LSECs maintain a differentiated phenotype when cultured in a tri-cellular, organotypic hepatic environment.

Nitric oxide (NO) is one of the key factors that are involved in the maintenance of LSEC phenotype^36^. Endothelial NO synthase (eNOS; Nos2) is a primary contributor to the production of NO in LESCs^2^. LSECs in the 3DHLK model show increased levels of eNOS gene expression compared to those in the 3DHL model. 

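Nos3, which encodes endothelial nitric oxide synthase, was 6.94 ± 0.16 (SD, n = 3) in LSECs of the 3DHLK model and 6.68 ± 0.13 (SD, n = 3) in those of the 3DHL model. The change of 0.26 (standard error 0.17) did not pass the test (adjusted p = 0.446). Nos2, the inducible synthase gene, had a change of −0.15 (standard error 0.17, adjusted p = 0.689), and Vegfa, a growth factor of endothelium, of −0.12 (standard error 0.12, adjusted p = 0.661).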

There are several ways in which eNOS may be activated in LSECs; our data contains evidence to support two such mechanisms. First, Nicotinic and Muscarinic receptor activation leads to active eNOS in endothelial cells^39^ via increased cytosolic calcium ion levels as a result of opened ion channels^37,38^. We observed up-regulation of ion channel, neurotransmitter receptor, and GPCR activity, all functions involving the Nicotinic and Muscarinic receptors. Second, vascular endothelial growth factor A (Vegfa) promotes the maintenance of fenestrae by inducing eNOS activity and subsequent production of NO^2,36^. In culture and *in vivo*, Vegfa has been shown to be sufficient in maintaining LSECs fenestration^102^. Since KCs are known to express Vegfa^103^, it is possible that LSECs may be exposed to additional Vegfa originating from the KCs in the 3DHLK model. Further mechanistic experiments will need to be performed to identify the direct cause of this amplified eNOS expression. Nevertheless, our results are consistent with LSECs in the 3DHLK model producing increased levels of NO, thereby exhibiting a fenestrated phenotype.

*In vivo*, a decrease in the numbers and diameter of fenestrae on LSECs is often associated with fibrosis^2^. In addition, increased focal adhesions have been correlated with a loss of fenestrae *in vitro*^101^. LSECs in the 3DHLK model exhibited decreased FAK signaling. Three participants in FAK signaling, Rock2^32^, RhoA^33^ and Rac1^34^, have all been associated with negatively regulating LSEC fenestration. We observe decreased expression of Rock2 and Rac1 in LSECs cultured in the presence of KCs, i.e., in the 3DHLK model. 

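Rock2, a kinase that drives actin contraction, fell by 0.82 on the log2 scale in LSECs of the 3DHLK model (standard error 0.17, adjusted p = 0.00277), from 10.33 ± 0.14 to 9.51 ± 0.12 (SD, n = 3 each). Rac1, a GTPase of lamellipodia, had a change of −0.20 (standard error 0.12) that did not pass the test (adjusted p = 0.389). With array weights, whose estimation could not reach its convergence tolerance, Rac1 was called (adjusted p = 0.0434).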

Rock2 has been found to negatively regulate eNOS activity in cirrhosis^104^. The decreased expression of Rock2 may provide an additional explanation for the observed increased expression of eNOS in LSECs cultured in the presence of KCs., thus providing additional evidence for LSEC fenestration in the 3DHLK model. Taken together, these results support the conclusion that the 3DHLK liver model provides a non-fibrotic environment for LSECs.

PPARα activity has extensively been studied in hepatocytes^56,105–107^ with respect to its role in lipid metabolism^56,106^, insulin sensitivity^56^, and its target genes^107^. Altered PPARα signaling has also been linked to fatty liver disease^108^, obesity^109^, and diabetes. However, considerably less information is present for its gene expression or protein activity in LSECs. Several non-hepatic ECs have exhibited Ppara expression^110,111^, but a recent study in female murine liver ECs failed to detect significant Ppara mRNA^112^. In contrast, we observed that LSECs in the 3DHLK model express Ppara, and at higher levels than LSECs in the 3DHL model and hepatocytes from both 3D cultures. 

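In hepatocytes, Ppara was 8.31 in HM, 9.49 in CS and 8.73 ± 0.18 (SD, n = 3) in the 3DHL model. LSECs of the 3DHL model were at 8.14 ± 0.21 (SD, n = 3), lower than hepatocytes of that model by a log2 change of −0.59 (standard error 0.17, adjusted p = 0.00799). Housekeeping centring ended that call (adjusted p = 0.0919).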

In the liver, PPARα is known to transcriptionally control gene sets related to fatty acid metabolism^113^, bile acid biosynthesis^58–60^, amino acid degradation^63^, and cholesterol metabolism^57^, phenomena that are mirrored in our LSEC-specific data. Our novel results indicate that PPARα may have a pivotal role in LSECs as a regulator of many biological processes that are critical to proper hepatic function.

PPARα transcriptionally up-regulates Cyp7a1, Cyp8b1 and Cyp27a1^58–60^, which are responsible for maintaining the pool of bile acids (BAs)^58,76^. Studies have shown that the bile acid chenodeoxycholic acid (CDCA) induces FXR activity in humans and mice^76,77^. In human HepG2 cells, activation of FXR by CDCA has been associated with increased expression of PPARa^78^. We found transcriptional support for this positive feedback mechanism between PPARα and FXR in LSECs in the 3DHLK model (Fig. 3b). Our analysis confirms the up-regulation of Cyp7a1, Cyp8b1 and Cyp27a1 in LSECs from the 3DHLK model, which may be the result of increased PPARα activity as suggested by the functional link between PPAR Signaling and Terpenoid Backbone Biosynthesis in the BPN (Fig. 2a,c). Conversely, FXR is known to activate Nuclear Receptor Subfamily 0, Group B, Member 2 (SHP; Nr0b2), another nuclear receptor, which in turn inhibits Cyp7a1^58^ (Fig. 3b). 

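Nr1h4, which encodes the bile acid receptor FXR, was 8.73 ± 0.12 (SD, n = 3) in LSECs of the 3DHLK model and 8.19 ± 0.19 (SD, n = 3) in those of the 3DHL model, a change of 0.54 (standard error 0.24) that did not pass the test (adjusted p = 0.215). Nr0b2, which encodes the repressor SHP, rose by 0.64 (standard error 0.14, adjusted p = 0.00668). Of 14 genes of bile acid sensing and transport 2 rose, Nr0b2 and Slc10a1, none fell and 12 were not called (4 higher and 2 lower when adjusted over the list alone). The list test gave an adjusted p of 0.0121, and adjusted p = 0.0761 with an estimated correlation. Of the hepatocyte markers, 23 of 29 did not pass. Nr1h4 passed in the fit to the LSEC arrays alone (adjusted p = 0.0140), there with the replicate block (0.0293) and with array weights (4.06e-04), and the Nr0b2 call was lost without replicate 1 of the 3DHL model (adjusted p = 0.0551).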

FXR and SHP showed increased expression in LSECs in the 3DHLK model. Taken together, these transcriptional results indicate that LSECs may balance the positive and negative feedback among PPARα, FXR, and BA biosynthesis, mechanisms which were previously observed in HepG2 cells.

Bile acid biosynthesis is a well known function of the liver^58^. We have previously shown that 3DHL models synthesize and metabolize bile acids^74^. Here, we find transcriptional support for altered bile acid metabolism in LSECs cultured in the organotypic liver models. Perturbed bile acid metabolism in LSECs may stem from the uptake of BAs originating at hepatocytes in the 3DHLK model. Solute Carrier Family 10 Member 1 (known as Slc10a1 or NTCP), a membrane transporter responsible for the influx of extracellular BAs, has been shown to be functionally present in hepatocytes^114^. In our data, this transporter shows higher expression levels in LSECs compared to hepatocytes from the same liver model (3DHLK or 3DHL). Moreover, Slc10a1 also shows a marked increase in expression in LSECs in the presence of KCs, i.e., in 3DHLK models. 

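Slc10a1, the sodium-dependent bile acid importer, was 2.19-fold higher in LSECs than in hepatocytes of the 3DHLK model (log2 change 1.13, standard error 0.16, adjusted p = 5.73e-06). In the 3DHL model LSECs were at 9.57 ± 0.057 (SD, n = 3) and hepatocytes at 9.28 ± 0.25 (SD, n = 3), a difference of 0.29 (standard error 0.16) that did not pass the test (adjusted p = 0.154). It passed with cyclic loess (adjusted p = 0.0252), with the replicate block in a fit to the arrays compared (adjusted p = 0.0477) and with array weights (adjusted p = 0.0210). CS hepatocytes were at 11.03 ± 0.10 and HM hepatocytes at 9.42 ± 0.076.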

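Slc10a1 rose 3.76-fold from LSECs of the 3DHL model to LSECs of the 3DHLK model, where it was 11.48 ± 0.16 (SD, n = 3). The log2 change was 1.91 (standard error 0.16, adjusted p = 1.93e-07). In hepatocytes it rose between the same models by 1.07 (standard error 0.16, adjusted p = 5.54e-05), and the changes of both cell types differed by 0.84 (adjusted p = 0.0202).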

If LSECs in the 3DHLK model uptake BAs, then exogenous CDCA may activate the FXR receptor and cause transcriptional up-regulation of bile acid biosynthesis enzymes through the feedback mechanisms discussed earlier (Fig. 3b). Further mechanistic experiments will need to be performed to understand the precise role of Slc10a1 and exogenous BAs in the feedback loop between PPARα and FXR.

KCs, like other macrophages, display a continuum of phenotypes from proinflammatory (M1) to anti-inflammatory (M2)^92,93,115^. Under proinflammatory conditions, activated KCs release cytokines (e.g., Tnf-α, IL1, and IL6), chemokines, and reactive oxygen species^93^. In contrast, M2 KCs express IL10, IL1 receptor agonist, and IL1 decoy receptor^99^. Activated KCs have been implicated in liver fibrosis in non-alcoholic steatohepatitis mouse models^116^, whereas anti-inflammatory KCs promote tissue repair and suppress inflammation^117^. KCs in 3D cultures show decreased expression of proinflammatory cytokines, indicating a more M2-like phenotype and suggesting that the 3DHLK model provides a healthy (non-fibrotic) environment for culturing hepatic cells.

It is known that, in addition to proper *in vivo* architecture, intercellular communications are essential for the maintenance of phenotype and function of hepatic cells^9,94^. Despite the importance of these heterotypic signals originating in NPCs, transcriptional studies of the liver have mainly focused on hepatocytes^5–7,9,14–16^. Here, we provide the first genome-wide transcriptional study of hepatic NPCs in an organotypic liver model. Through an extensive functional enrichment and network analysis of these transcriptional data, we have shown that LSECs in the 3DHLK model maintain their differentiation and that KCs present with an anti-inflammatory phenotype. These results demonstrate the 3DHLK model represents a more *in vivo*-like environment for LSECs and KCs than 3DHL models. Our computational analysis has uncovered previously unknown events in LSECs, including the expression of PPARα and genes that participate in the processes it regulates. We also hypothesize that the feedback mechanisms that connect PPARα, FXR, and BA biosynthesis, previously identified in HepG2 cells, may also occur in LSECs. We note that our analyses are based on transcriptional data. Hence, further mechanistic experiments are required to confirm our results. Nevertheless, our work calls attention to the potential role LSECs may play in the pathogenesis of diseases such as obesity and diabetes. These discoveries emphasize the need for further study of the functions and activities of hepatic non-parenchymal cells both *in vitro* and *in vivo*.

## Materials and Methods

### Materials

Dulbecco’s modified Eagle’s medium (DMEM), phosphate-buffered saline (PBS), Hank’s buffered salt solution, Earle’s balanced salt solution, penicillin, streptomycin, human plasma fibronectin, and trypsin-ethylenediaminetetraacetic acid were purchased from Invitrogen Life Technologies, Carlsbad, CA. Type IV collagenase, HEPES (4-[2-hydroxyethyl] piperazine-1-ethanesulfonic acid), glucagon, calcium chloride, hydrocortisone, sodium dodecyl sulfate, hydrogen peroxide, glutaraldehyde, dicumarol, 3-methylcholanthrene, calf thymus DNA, chitosan, and hyaluronic acid (HA) was purchased from Sigma-Aldrich, St. Louis, MO. All other chemicals were purchased from Fisher Scientific, Waltham, MA, unless otherwise noted.

### Assembly of detachable polymeric Space of Disse

Detachable polyelectrolyte multilayers (PEMs) were assembled using chitosan (cationic) and HA (anionic) as previously described^12^. Briefly, chitosan was dissolved in 1% v/v acetic acid and HA in 18 MΩ cm water (Hydro, Durham, NC). Their concentrations were 5 mM. The pH of the polyelectrolyte (PE) solutions was maintained at 4.0 and 5.0 for chitosan and HA, respectively. PEMs were assembled on hydrophobic poly-tetrafluoroethylene (PTFE; McMaster-Carr, Elmhurst, IL) substrates using a robotic deposition system (NanoStrata, Tallahassee, FL). Water contact angle values (KSV Instruments, Helsinki, Finland) on clean PTFE substrates ranged from 111.9 ± 4.2 (n = 15). A detailed study was performed to find the optimal number of bilayers (BLs), deposition times, optical properties and the Young’s modulus for PEMs^12^. 12.5 BLs with a deposition time of 40 min have previously been reported to provide stable detachable PEMs with properties similar to the Space of Disse^12^.

### Isolation and culture of hepatocytes and LSECs and KCs

Primary hepatocytes were isolated from female Lewis rats (Harlan Laboratories, Indianapolis, IN; weighing 175–199 g) utilizing a two-step *in situ* collagenase perfusion method^5,6,9,10,118^. Hepatocyte yields ranged from 150–200 × 10^6^ cells and their viability was determined to be 90%–95% based on trypan blue exclusion. LSECs, from the same isolation, were obtained using differential adhesion and were cultured on fibronectin coated flasks^9^. Cryopreserved primary rat KCs (Invitrogen Life Technologies) were maintained in DMEM supplemented with 10% (v/v) heat-inactivated fetal bovine serum, 100 U/mL penicillin, 100 μg/mL streptomycin, 10 μg/mL insulin, and 100 μM β-mercaptoethanol. Animal care and surgical procedures including the procedure for liver excision from rats were conducted in accordance with the guidelines and regulations set up by the Virginia Tech’s Institutional Animal Care and Use Committee. All cell culture work was approved by Virginia Tech’s Institutional Biosafety Committee.

### Assembly of 3D multicellular hepatic cultures

Hepatocytes were initially cultured as monolayers up to 72 h in 12-well tissue culture polystyrene plates (BD Biosciences, San Jose, CA) coated with rat-tail type 1 collagen (BD Biosciences)^9,10^. For the 3D liver models, UV-sterilized detachable PEMs (12.5 BL) were placed above the layer of hepatocytes. The PEMs were hydrated in the presence of hepatocyte culture medium for 1 h. Thereafter, 25,000 LSECs were seeded on the PEM. In cultures containing KCs, initially 50,000 cells were seeded on the PEM to obtain an initial ratio of 10:1 hepatocytes:KCs to emulate healthy livers^119^. All multicellular cultures were maintained in hepatocyte culture medium.

### Gene chip hybridization and microarray data quality control

Hepatocytes, LSECs and KCs were separated as previously reported^12^. Briefly, 3D liver models were exposed sequentially to Dynabeads^R^ (CELLection^TM^ Kit; Invitrogen Life Technologies) coated with SE-1 and CD163 antibodies^120^. SE-1 and CD163 are LSEC- and KC-specific antibodies, respectively. LSEC and KC fractions were collected using a magnet (DynaMag^TM^; Invitrogen Life Technologies). Total RNA was extracted from each cell type from HM, CS, and 3DHL and 3DHLK on day 12, and KC monolayers on day 3 using an RNeasy mini kit (Qiagen, Germantown, MD). The samples were checked for RNA degradation based on the RNA Integrity Number^121^. Each cell type and model combination was performed in triplicates, except KC samples from 3DHLK on day 12 which had only two samples that passed the RNA quality metric. Samples were labeled according to the Affymetrix Standard Target labeling process, and hybridized to the GeneChip Rat Genome 230 2.0 (Affymetrix, Santa Clara, CA). Complementary RNA synthesis, hybridization, and GeneChip scanning were performed at the Virginia Bioinformatics Institute Core Laboratory.

### Gene expression analysis

We processed the Affymetrix microarrays using the Robust MultiChip Average (RMA) method^122^ in R. RMA performs background correction, quantile normalization and probe summarization. Each of the microarrays met the quality standards recommended by Simpleaffy^123^. As a second quality control, we performed hierarchical clustering on the normalized data to show consistency between replicates (Fig. 1). We performed hierarchical clustering on our gene expression data using complete linkage and Euclidian distance^30^. We used a data-driven approach to analyze the gene expression data further, which we describe in the next two subsections.

### Functional enrichment

To compare the functional differences between LSECs in the 3DHLK and 3DHL models at day 12, we performed functional enrichment on the normalized gene expression data using the Gene Set Enrichment Analysis (GSEA) package^31^. GSEA summarizes probe-level data into gene-level data, computes differential expression of each gene using the signal-to-noise ratio (SNR), and calculates the enrichment of each functional gene set. To obtain the null distribution of *p*-values, GSEA permutes gene sets 5000 times. GSEA estimates the false discovery rate (*q*-value) using the method of Benjamini and Hochberg^124^. We considered gene sets with an FDR *q*-value ≤ 0.01 as significant. For each enriched gene set, GSEA also computed the leading edge, defined as the subset of genes annotated to the gene set that contributed to its enrichment. We note that for the KCs in the 3DHLK model, we simulated a third sample to be the mean of the other two samples.

We used gene sets from the Molecular Signature Database (MSigDB) v4.0^31^ and Netpath^125^, a curated resource for signal transduction pathways. To enable the detection of perturbed biological processes and pathways, we included C2:CP and C5 gene sets in the analysis. The C2:CP collection contained pathways taken from databases such as Biocarta (a resource that is no longer available independently), KEGG^126^, and Reactome^127^, publications in PubMed, and knowledge of domain experts. C5 gene sets corresponded to annotations to Gene Ontology (GO) terms^128^. NetPath provides three gene sets for each pathway: (1) the genes directly involved in the pathway, (2) the genes transcriptionally up-regulated as a result of activating the pathway, and (3) the genes transcriptionally down-regulated by the pathway. Since very small or very large gene sets may be hard to interpret, we filtered out gene sets with less than 10 or more than 500 member genes, leaving 2501 gene sets for functional enrichment analysis.

### Biological process networks

We sought to better understand the relationship among the significantly enriched gene sets reported by GSEA by integrating the gene expression data with protein interaction networks. Our goal was to compute a network where nodes were gene sets and where links connected pairs of gene sets, with each link being supported by multiple interactions between genes annotated to each set. To this end, we used a previously-published algorithm: Markov chain Monte Carlo Biological Process Networks (MCMC-BPN)^45^ to link the significantly enriched gene sets reported by GSEA. MCMC-BPN computes a network whose nodes are gene sets and whose links connect gene sets (e.g., Fig. 2a). The algorithm uses a Markov Chain Monte Carlo process to select as few links between genes as possible that explain as many interactions as possible between perturbed genes annotated to different gene sets. In our earlier work, we have demonstrated that MCMC-BPN produces sparser and less redundant networks than competitive methods without sacrificing coverage of the protein interaction network^45.^

MCMC-BPN takes as input a protein  interaction network, a collection of gene sets, and a set of perturbed genes. We created these inputs as follows:

- We downloaded a rat functional interaction network from STRING^129^ on January 27, 2015. Each interaction (u,v) in this network has a score computed by STRING. To obtain a reliable network, we removed every interaction with a score less than 500. Further, we retained only those interactions (u,v) such that both u and v were present on the DNA microarray. The final network contained 7,994 nodes and 70,052 undirected interactions.
- We used the gene sets deemed significant by GSEA (*q*-value ≤ 0.01).
- We defined a gene to be *perturbed* if that gene participated in the leading edge of at least one significant gene set in the previous step. The final input contained all such genes.

We ran MCMC-BPN with a burn-in period of 10,000,000 steps followed by 100,000,000 MCMC steps.

### Literature analysis

Until this stage, our analysis was driven completely by gene expression data, functional annotation of genes, and gene interaction networks. We examined the BPNs computed, manually selected gene sets or groups of gene sets from these networks, and used the published literature on these gene sets in the liver for discussion in the paper.

### Data availability

The microarray datasets generated during the current study are available in the Gene Expression Omnibus repository at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74424.

## Electronic supplementary material

Table S1

How the deposited data were processed for this re-analysis (not part of the article)

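RNA of hepatocytes, LSECs and KCs was measured on 23 arrays in 8 groups: hepatocytes of HM, CS, the 3DHL model and the 3DHLK model, LSECs of both 3D models and KCs of the 3DHLK model at day 12, and KC monolayers at day 3. Each group has 3 arrays, apart from the KCs of the 3DHLK model with 2. The sample labels name the cell type, the culture, the day and a replicate number, and each array was assigned to its group from them and the paper, which gives the name of the KC monolayers that the labels describe as KCs before culture in the 3D model. The authors checked array quality with Simpleaffy and processed the arrays in R with RMA, so the deposited values are log2 expression values per probe set after background correction, quantile normalization over the arrays and summarization. The version of RMA is not given in the sources used here. The table holds no detection calls and no values before normalization, so the signal over background of a probe set is unknown, and the number of arrays limits the precision.

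Of 31099 probe sets, 57 are controls, 20832 name 1 gene, 436 name several and 9831 name none here, and controls and probe sets that name several genes or none were not used for tests of genes. Of the genes, 4526 have more than 1 probe set, and the probe set with the highest mean over all arrays stood for the gene. No probe set is named here for Hmgcs1, Ubb, Actb, Cdh5 or Vsig4, and some other genes are not reported here. Groups were compared with limma 3.58.1 in R 4.3.3, with lmFit on a model of 8 group means, contrasts and eBayes, and p-values were adjusted over 14218 genes by Benjamini-Hochberg at a threshold of 0.05. The comparisons were LSECs of the 3DHLK against the 3DHL model, LSECs against hepatocytes within each 3D model, hepatocytes of the 3DHLK against the 3DHL model, KCs of the 3DHLK model against monolayers, hepatocytes and LSECs against KCs of the 3DHLK model, CS against HM hepatocytes, and the difference between the LSEC and hepatocyte changes from 3DHL to 3DHLK.

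Gene lists were written by hand for the FAK pathway, the actin cytoskeleton, PPAR signaling, cholesterol biosynthesis, cholesterol uptake and efflux, bile acid biosynthesis, bile acid sensing and transport, fatty acid oxidation, peroxisome, respiratory chain, drug metabolism, cholinergic receptors, Fcε receptor signaling, pro-inflammatory and anti-inflammatory macrophages, chemokines, interferon response, antigen presentation, basement membrane and matrix, proliferation, immediate early and stress response, housekeeping, and markers of hepatocytes, endothelial cells, macrophages, stellate cells and fibroblasts, cholangiocytes, lymphocytes and erythroid cells. Each was tested with camera at a preset correlation of 0.01, two-sided, adjusted over the 29 lists within a comparison. SNRs were computed as the GSEA software defines them, on the highest probe set of a gene per array and with each SD at least 0.2 of its mean, with a jackknife over arrays for their standard error. Clusters and distances used all probe sets, and a pair of arrays gives 1 distance.

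The genes named are the 10 largest rises and 10 largest falls among called genes with no overlap between arrays for LSECs and hepatocytes between the 3D models, for LSECs against hepatocytes of the 3DHLK model and for KCs against monolayers, the 5 largest each way for the other comparisons, every gene that the paper names, and in each list the 2 largest called rises and falls, with the 2 highest members of marker lists. Uncharacterised loci were skipped. Some of these genes have values in the paper's text, which had been seen. Eif2s3y is among the largest rises, and Xist, Uty and Sry were chosen after values had been seen.

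The code was tested on simulated data. With the arrays of the LSEC comparison, 34, 94, 100 and 100% of 50 genes each at log2 changes of 0.5, 1, 1.5 and 2 were called, and 6.29% of all calls were false. With the arrays of the KC comparison the shares were 28, 80, 96 and 98%, and 4.43% were false. The alternatives tried were a fit to only the arrays compared, the replicate number as a block, the mean of all probe sets of a gene, leaving out genes under the 30th percentile of the mean, cyclic loess, centring on the housekeeping list, a trended and robust eBayes, array weights, the mean of the KC arrays of the 3DHLK model added as a further array, camera with an estimated correlation, fgsea 1.28.0 on the SNR, other linkages and distances, and leaving out each array in turn. A fit without the KC monolayers and a list test among genes of the receptors' level were added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The copy of Table S1 used here holds fewer gene sets than the paper gives for it, so no test was run on it.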

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

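The tests of explanations below were chosen only after the results were seen. The other splits of the arrays and the test of the difference between the LSEC and hepatocyte changes were planned. Bootstrap standard errors below give the spread between the marker genes of a list, not between samples. They leave out the correlation among these genes, estimated at 0.311 for stellate cell and fibroblast markers and 0.212 for macrophage markers.

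The change from the 3DHL to the 3DHLK model differed between LSECs and hepatocytes for 1467 of 14218 genes, 499 with the higher and 968 with the lower change in LSECs. Of them, 63 were called in both cell types with opposite signs. Markers of other cells moved with this result, since 8 of 19 stellate cell and fibroblast markers had the lower change in LSECs and none the higher (10 lower when adjusted over the list alone, adjusted p = 1.00e-13, and adjusted p = 0.0439 with an estimated correlation), and of 23 macrophage markers 8 had the lower and 1 the higher change (10 and 1 over the list alone, adjusted p = 2.15e-04, and adjusted p = 0.272 with an estimated correlation). Lox, which cross-links collagen and is itself among the stellate cell and fibroblast markers, had a log2 change of −2.06 in LSECs and 2.17 in hepatocytes, Col4a5 of −1.32 and 1.06, and Rock2 of −0.82 and 0.74. The xenobiotic enzyme Cyp2e1 differed between the cell types by −2.98 (adjusted p = 2.55e-07). In 100 of 200 possible splits of the arrays within each cell type, the real one included, only the real split gave as many genes. The highest other split gave 747, which argues against a random grouping of these arrays. Chance differences between cultures or isolations cannot be excluded this way, because the replicates may be technical.

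HM and CS hepatocytes, which the paper's main text does not compare with each other on these arrays, differed in 1574 genes higher and 1526 lower in CS. The share of higher genes among those called went from 50.8% to 34.2% when each array was centred on the housekeeping list, with 1146 higher and 2206 lower, while array weights gave 5461 and 4393. Groups of 3 against 3 make 10 splits, too few for a share under 0.05. The real split and the highest of the others gave 3100 against 59 genes here, 1062 against 0 between the LSECs of the 3D models, 8589 against 0 and 5737 against 0 between LSECs and hepatocytes of the 3DHLK and the 3DHL model, and 1633 against 7 between hepatocytes of the 3D models.

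The LSEC and KC samples of the 3D models carried hepatocyte genes at hepatocyte levels, with Alb at 14.53 and 14.38 in the 3DHLK model. These Alb values lay near the highest values on the arrays and cannot show equal levels by themselves. Their median hepatocyte marker differed by −0.020 from the hepatocyte groups (bootstrap standard error 0.040), and the median endothelial marker of LSECs and macrophage marker of KCs lay 0.16 and 0.26 above HM, so a candidate explanation is hepatocyte RNA as most of the RNA of these samples, although the antibody beads should leave hepatocytes behind. A change of expression within KCs of the sex seen in the monolayers is argued against by Xist, which was 5.77 higher in the KCs of the 3DHLK model than in monolayers. That argument rests on Xist and Eif2s3y, and on both KC groups coming from animals of 1 sex, which is not given in the sources used here. Sry (8.31 in monolayers and 7.46 in these KCs) and Uty (5.87 and 7.80) cannot decide it. In HM hepatocytes, which came from female rats, they read 6.78 and 8.62, against 3.42 for Eif2s3y. Hepatocyte RNA and LSECs that express hepatocyte genes themselves cannot be told apart by the endothelial value of 0.16, because no LSECs cultured without hepatocytes were measured.

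Hepatocytes of the 3DHLK model held genes of other cells, and Eif2s3y of the Y chromosome, a gene the paper does not discuss, was 4.76 log2 units higher there than in the 3DHL model, above its level in HM and CS (3.42 and 3.47). A candidate explanation is cells of the added KC preparation in these samples, although CD163 beads should remove KCs. Sry, at 8.31 in monolayers, was 6.50 in hepatocytes of both 3D models. It also read 6.78 in HM hepatocytes, from female rats, and so cannot decide this. Of 23 macrophage markers 12 rose with Eif2s3y, among the most Lyz2 (from 9.08 to 11.56), while 11 were not called (adjusted p = 0.0616 for the list with an estimated correlation). KCs as they were in monolayers are argued against as the source of all this Eif2s3y, which was 8.27 here and 9.14 in monolayers, because the median macrophage marker lay −3.33 from the level that such a share would need (bootstrap standard error 0.44), with Adgre1 at 5.97 and 12.91, so KCs that had changed and other cells of the preparation stay open. For the stromal genes, carry-over of material as measured in the LSEC and KC samples is argued against. The called markers had a median of −3.89 in the higher of those groups relative to the hepatocytes. Those samples may be mostly hepatocyte RNA, so this cannot show what LSECs or KCs left uncollected would carry. Of 26 endothelial markers 7 rose here and 19 were not called, with a median change of −0.047 (adjusted p = 0.0123, and adjusted p = 0.126 with an estimated correlation). A lower share of hepatocytes with every other cell type gaining alike is argued against, since stellate cell and fibroblast markers rose by 1.51 more than macrophage markers (standard error 0.47, 2000 bootstrap draws), with Col1a2 at 13.20. Stromal cells in the KC preparation stay open, with a median of −0.020 in monolayers at day 3 relative to the 3DHL hepatocytes, because such cells could have grown by day 12, and an expression change in the hepatocytes was not tested. The cell type labels of the arrays were taken as given and were not tested against these values.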

How the results depend on the processing

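The fits without the KC monolayers and the list tests within the receptors' level were chosen after seeing the data, and the other alternatives were planned. No called gene or list among those named turned its direction under an alternative run. Other probe sets of a gene, taken singly, were not among these runs. For Abcg1 in LSECs against hepatocytes of the 3DHLK model, another probe set was called higher (0.57, adjusted p = 0.00744), against −2.41 with the probe set used. The balance between higher and lower genes did turn in each comparison except LSECs against KCs. With housekeeping centring, the share of higher genes went from 68.2% to 37.0% in KCs against monolayers, from 45.9% to 61.0% in hepatocytes against KCs, from 50.8% to 34.2% in CS against HM, and from 57.5% to 49.2% and 45.7% to 54.9% in LSECs against hepatocytes of the 3DHLK and the 3DHL model. With array weights it went from 67.2% to 49.1% between the hepatocytes and from 47.9% to 57.2% between the LSECs. Counts of called genes stayed within 1.5 times of the value given in 205 recomputations and left that range in 24 upward and 30 downward. Named genes kept their side of the threshold in 2908 recomputations, gained a call in 65 and lost one in 66. Lists kept theirs in 218, with 2 gained and 6 lost, and the 8 groups clustered alone in each of the 8 other combinations of linkage and distance. SNRs stayed within their jackknife error in 24 recomputations and moved in 21.

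Between the LSECs of the 3D models, a fit to the arrays compared gave 1352 higher and 1159 lower, array weights 2259 higher and 1691 lower and the fit without KC monolayers 1241 higher and 1094 lower. The fit to the arrays compared gave 4013 higher and 1894 lower for KCs against monolayers, 4174 higher for LSECs against hepatocytes of the 3DHL model, and 2904 genes for the difference between the LSEC and hepatocyte changes. That last count was 4214 with array weights and 3042 without KC monolayers. Array weights, whose estimation reported a convergence tolerance that could not be reached, gave 1616 lower in hepatocytes between the 3D models, 4583 higher and 4685 lower in LSECs against hepatocytes of the 3DHL model, 1178 lower in LSECs against KCs and 5461 higher and 4393 lower in CS against HM. Without KC monolayers, 1553 genes were lower in hepatocytes between the 3D models and 1574 in LSECs against KCs. The latter count was 1222 with cyclic loess and 1222 with the mean of the KC arrays added. Centring on the housekeeping list gave 211 lower in hepatocytes between the 3D models, 3204 higher and 5463 lower in KCs against monolayers, and 2740 lower in hepatocytes against KCs. Without genes under the 30th percentile, which tests fewer genes, 2857 and 1683 were higher in LSECs against hepatocytes of the 3DHLK and the 3DHL model, 708 higher in hepatocytes between the 3D models, 1853 lower in KCs against monolayers and 2194 lower in hepatocytes against KCs. Apart from the filter, the cause was not tested.

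Leaving out each array in turn, which uses fewer samples, gave 264 to 418 higher and 295 to 549 lower between the LSECs, 222 to 618 lower between the hepatocytes, 1651 to 2078 higher in LSECs against hepatocytes of the 3DHL model, and 804 to 1175 higher and 458 to 685 lower in LSECs against KCs. The arrays whose loss moved a count by over 1.5 times were replicates 1 and 2 of the 3DHL and 2 and 3 of the 3DHLK LSECs for the higher genes between the LSECs (264, 301, 283 and 274) and these apart from replicate 2 of the 3DHL LSECs for the lower genes (301, 312 and 295). They were replicates 1, 2 and 3 of the 3DHL and 1 and 3 of the 3DHLK hepatocytes for the lower genes between the hepatocytes (259, 222, 354, 276 and 338), and replicate 3 of the 3DHL hepatocytes for LSECs against them. For LSECs against KCs they were replicate 2 of the KCs for the higher genes, and replicates 2 and 3 of the LSECs and each KC array for the lower genes (496, 506, 473 and 458). Where this left 1 KC array of the 3DHLK model, that array was taken to vary like the other groups.

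Replicate numbers did not pair the arrays. Between the LSECs, arrays of the same number correlated in their deviations from the group means at 0.0656 to 0.114, against −0.041 on average for other pairs, and 3 of 3 arrays correlated best with their own number, a hint from the data and not the design. KCs gave 0.218 and 0.244 over only 2 pairs. With the number as a block, in a fit to the arrays compared, the counts were 1157 higher and 1092 lower between the LSECs, 3809 higher and 1932 lower in KCs against monolayers, and 2519 for the difference of changes.

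With an estimated correlation, the lists of the FAK pathway (adjusted p = 0.135), cholesterol biosynthesis (0.0761) and fatty acid oxidation (0.0892) were no longer called between the LSECs, nor were cholinergic receptors and cholesterol biosynthesis between LSECs and hepatocytes (adjusted p = 0.458 for each) or the anti-inflammatory list in KCs (0.144). The other alternatives run for these lists called them, with adjusted p from 8.25e-07, 1.79e-14, 1.32e-14, 5.39e-04, 4.64e-06 and 0.00214 in this order. Cholinergic receptors were called lower in hepatocytes of the 3DHLK model with fgsea (adjusted p = 0.00257) and without replicate 1 of these hepatocytes, within 0.0265 to 0.305 over the arrays left out. Distances over 1 probe set per gene were smaller by construction, 55.8 between LSECs and KCs, 36.3 among LSECs, 35.5 among KCs, 59.5 among hepatocytes, 81.7 between hepatocytes and LSECs and 88.0 between hepatocytes and KCs. The values hold no detection calls, so how far signal over background limits the calls of low genes is unknown.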

Differences from the paper's values

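For Abca1 in LSECs against hepatocytes of the 3DHLK model, the paper's SNR is −0.09, and the value here was −0.231. The alternatives set before the data were examined, the probe set with the highest mean (−0.231), the mean of all probe sets (−0.131) and no floor on the SD (−6.19), differed from the paper's value as well.

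The paper states that no contamination occurred in the separation of the cells. The mean of the hepatocyte markers was 12.88 ± 0.035 in LSECs (SD, n = 3) and 12.03 ± 0.10 in KCs of the 3DHLK model (SD, n = 2), against 12.29 ± 0.10 in hepatocytes of that model and 7.45 ± 0.27 in KC monolayers (SD, n = 3 each).

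The paper states that IL10, the IL1 receptor agonist, in its words, and the IL1 decoy receptor were up-regulated in KCs of the 3DHLK model. The gene taken here for the receptor ligand is Il1rn, which encodes the antagonist. Here Il10 (−2.33) and Il1rn (−2.53) were lower in every alternative, and Il1r2 (−0.48) was not called. Il1r2 was called lower with housekeeping centring, array weights, without replicate 2 of the monolayers and with the mean of the KC arrays added, and its adjusted p ran from 2.14e-04 to 0.644 over the alternatives. The paper states that TNF, IL6 and iNOS fell. Tnf (−1.16) and Il6 (−0.69) were lower here too, although the Il6 call was lost in the fit to the KC arrays (0.0576) and with the replicate block (adjusted p = 0.175, 2.41e-06 to 0.175 over the alternatives), and Nos2 (0.32) was not called, apart from a higher call without replicate 2 of the monolayers (adjusted p = 0.0272, 0.0272 to 0.574 over the alternatives).

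In LSECs of the 3DHLK model against those of the 3DHL model, the paper states that Sh3gl1 fell and that Ptprc, Vwf and eNOS, for which it gives the symbol Nos2, rose. None was called here, although the changes of Sh3gl1, Ptprc, Vwf and Nos3 had the direction the paper gives, while that of Nos2 did not. The paper describes no test of single genes, so a call is a different measure from its own. Adjusted p over the alternatives was 0.198 to 0.738 for Sh3gl1, 0.224 to 0.923 for Ptprc, 0.0900 to 0.952 for Vwf, 0.0709 to 0.749 for Nos3 and 0.285 to 0.972 for Nos2. The paper states that Rac1 fell, and Rac1 (−0.20) was called only with array weights (adjusted p = 0.0434), while Rock2, which it names beside it, did fall. Of the integrins it places in the FAK gene set, Itga5 was called lower in the fit to the LSEC arrays (adjusted p = 0.00353), with the replicate block (0.00625) and with array weights (0.00805). Itgb1 was called lower in these fits and with the trended fit (0.0356), the filter on low genes (0.0414), cyclic loess (0.0166) and without replicate 3 of the 3DHL model (0.0409).

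The paper states that Rxrg, Nr1h4, Slc27a2, Fabp4, Fabp6, Cyp7a1, Cyp8b1, Cyp27a1 and Akr1d1 rose in the same comparison. Each had a positive change here, as in the paper, but without a call. The paper ranks genes by the SNR and describes no test of single genes, so a call is a different measure. Its SNRs of Rxrg, Slc27a2, Fabp4 and Fabp6 (0.15, 0.14, 0.12 and 0.10) were met here (0.149, 0.139, 0.123 and 0.104). No alternative called Fabp4 (0.0601 to 0.869), Cyp8b1 (0.0756 to 0.709) or Akr1d1 (0.0717 to 0.957). Array weights called Fabp6 (adjusted p = 0.0305) and Cyp27a1 (0.00361). The fit to the LSEC arrays, the replicate block and array weights called Rxrg (0.0266, 0.0311 and 0.00578), Nr1h4 (0.0140, 0.0293 and 4.06e-04), Cyp7a1 (0.0483, 0.00318 and 0.00230) and Slc27a2 (0.00477, 0.0160 and 4.37e-04). Cyp7a1 was also called without replicate 1 of the 3DHLK model (0.0460), and Slc27a2 with the trended fit (0.0495) and the filter on low genes (0.0431). Ppara, Rxra, Nr0b2, Fabp1 and Slc27a5, named beside them, rose here too.

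Over all alternatives, the highest adjusted p was 0.662 for Rac1, 0.371 for Itga5, 0.284 for Itgb1, 0.801 for Fabp6, 0.568 for Cyp27a1, 0.559 for Rxrg, 0.475 for Nr1h4, 0.404 for Cyp7a1 and 0.214 for Slc27a2.

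The paper states that Slc10a1 is higher in LSECs than in hepatocytes of both 3D models. It was called in the 3DHLK model, and in the 3DHL model (0.29) only with the replicate block (adjusted p = 0.0477), cyclic loess (0.0252) and array weights (0.0210), with a highest value over the alternatives of 0.486.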

Other observations

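The tests of the cholinergic receptors against other genes of their level were chosen only after the result was seen, while the comparison of CS with HM and the list tests were planned.

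Hepatocytes in CS had more mRNA of lipid and bile acid metabolism than in HM. Of 19 cholesterol biosynthesis genes 18 were higher in CS and none was lower (adjusted p = 7.45e-12, and adjusted p = 0.135 with an estimated correlation), of 59 PPAR signaling genes 32 were higher and 2 lower (33 and 3 when adjusted over the list alone, adjusted p = 1.37e-11, and adjusted p = 0.00471 with an estimated correlation), and of 17 bile acid biosynthesis genes 11 were higher and none was lower (adjusted p = 2.69e-06, and adjusted p = 0.0381 with an estimated correlation). The steroid hydroxylase Cyp17a1 (log2 change 3.25, standard error 0.17, adjusted p = 3.98e-11), the apolipoproteins Apon (3.09) and Apoa2 (2.78), and Cyp7a1 (2.22) were higher. Car3 (−5.38), the retinol dehydrogenase Sdr16c5 (−4.17) and Acta1 (−3.85) were lower, as were 15 of 34 actin cytoskeleton genes, with 3 higher (adjusted p = 3.57e-05, and adjusted p = 0.307 with an estimated correlation). Of 7 cholangiocyte markers 4 were lower and none was higher, led by Cd24 (−2.61), with 2 higher when adjusted over the list alone (adjusted p = 0.0163, and adjusted p = 0.277 with an estimated correlation). Stellate cell and fibroblast markers were higher in 9 of 19 and lower in 2 (9 and 3 over the list alone) but did not pass as a list (adjusted p = 0.0670), and their mean varied between arrays, at 7.85 ± 0.62 in CS and 7.18 ± 0.70 in HM (SD, n = 3). Hepatocyte markers were higher in 12 of 29 and lower in 1 (adjusted p = 2.51e-04, and adjusted p = 0.277 with an estimated correlation). Across 14218 genes, the changes from HM to CS and those from LSECs of the 3DHL to LSECs of the 3DHLK model, which share no arrays, correlated with Pearson's r = 0.564 and Spearman's rho = 0.541, where genes are not independent replicates. Both comparisons called 735 genes, against 231.6 in either direction for independent lists, and 714 of the 735 changed in the same direction. The lists are not independent, since both comparisons use the same estimate of spread for a gene. Of the 3 pairs of comparisons computed, the changes from HM to CS and those of hepatocytes from the 3DHL to the 3DHLK model gave r = 0.134 and rho = 0.0456. They shared 545 called genes (356 for independent lists), 337 of them in the same direction. The LSEC and hepatocyte changes between the 3D models gave r = 0.0586 and rho = 0.0785. They shared 190 called genes (122 for independent lists), 127 of them in the same direction.

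In the 3DHL model, LSEC samples had more mRNA of pro-inflammatory genes than hepatocytes, 10 of 22 with none lower (adjusted p = 6.70e-05, and adjusted p = 0.00285 with an estimated correlation). Of 23 chemokines 12 were higher and 1 lower (14 and 1 when adjusted over the list alone), with Cxcl11 at a log2 change of 2.64. Markers of other cells differed too, with 9 of 19 stellate cell and fibroblast markers lower and 1 higher in LSECs (9 and 2 over the list alone), 5 of 7 cholangiocyte markers lower and 1 higher, 6 of 12 lymphocyte markers higher and none lower (8 higher over the list alone), and 10 of 29 hepatocyte markers higher and 1 lower. Their adjusted p were 0.0145, 0.00755, 0.0162 and 0.0145, and each of these 4 lists had adjusted p = 0.545 with an estimated correlation. In hepatocytes of the 3DHLK against the 3DHL model, 12 of 21 basement membrane and matrix genes rose and none fell (adjusted p = 3.75e-08, and adjusted p = 0.0368 with an estimated correlation), with the nidogen Nid2 (2.42) and the laminin chain Lama2 (2.37) ahead. Between the LSECs of the 3D models, 2 of 21 interferon response genes rose, Oas1a (0.74) and Irf9 (0.40), and none fell (3 higher when adjusted over the list alone, adjusted p = 0.397). Of 18 immediate early and stress response genes 5 rose and 1 fell, Fosl1 (−0.76), with 7 higher when adjusted over the list alone (adjusted p = 0.00573, and adjusted p = 0.348 with an estimated correlation). Cholangiocyte markers did not pass as a list there (adjusted p = 0.603), nor did housekeeping genes, of which 0 of 14 were called (adjusted p = 0.834). Between KCs of the 3DHLK model and monolayers, 8 of 14 housekeeping genes were higher and 1 was lower, before any centring on this list.

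The cholinergic receptors, whose levels lie near those of genes with low signal, had a median log2 difference of 0.58 between LSECs and hepatocytes of the 3DHLK model. That median stood at percentile 99.6 among 10000 random lists of the same size and level. These had a median of 0.35 and an interval, outside which a share of 0.05 of them lay, of 0.032 to 0.53. The random lists do not carry the correlation among the receptors, estimated at 0.249. The percentile therefore cannot decide whether a shift of low values between these groups of arrays is the whole cause. The same percentile is what a rise of these receptors beyond other genes of their level would give, which stays a hypothesis. In hepatocytes of the 3DHLK against the 3DHL model the receptors stood at percentile 0.170, and in LSECs against hepatocytes of the 3DHL model at 86.3. Tested only among genes within the receptors' level, the list had an adjusted p of 0.0333 between LSECs and hepatocytes. This test was not repeated with an estimated correlation. Among all genes the list missed the threshold with one (adjusted p = 0.458), so a correlation among the receptors could account for the call.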
